# Combined transcriptomics and proteomics unveil the impact of vitamin C in modulating specific protein abundance in the mouse liver

**DOI:** 10.1186/s40659-024-00509-x

**Published:** 2024-05-12

**Authors:** Lucie Aumailley, Antoine Bodein, Pauline Adjibade, Mickaël Leclercq, Sylvie Bourassa, Arnaud Droit, Rachid Mazroui, Michel Lebel

**Keywords:** Vitamin C, Transcriptomics, Proteomics, Polysome profiling, Mouse liver

## Abstract

**Background:**

Vitamin C (ascorbate) is a water-soluble antioxidant and an important cofactor for various biosynthetic and regulatory enzymes. Mice can synthesize vitamin C thanks to the key enzyme gulonolactone oxidase (Gulo) unlike humans. In the current investigation, we used *Gulo*^*−/−*^ mice, which cannot synthesize their own ascorbate to determine the impact of this vitamin on both the transcriptomics and proteomics profiles in the whole liver. The study included *Gulo*^*−/−*^ mouse groups treated with either sub-optimal or optimal ascorbate concentrations in drinking water. Liver tissues of females and males were collected at the age of four months and divided for transcriptomics and proteomics analysis. Immunoblotting, quantitative RT-PCR, and polysome profiling experiments were also conducted to complement our combined omics studies.

**Results:**

Principal component analyses revealed distinctive differences in the mRNA and protein profiles as a function of sex between all the mouse cohorts. Despite such sexual dimorphism, Spearman analyses of transcriptomics data from females and males revealed correlations of hepatic ascorbate levels with transcripts encoding a wide array of biological processes involved in glucose and lipid metabolisms as well as in the acute-phase immune response. Moreover, integration of the proteomics data showed that ascorbate modulates the abundance of various enzymes involved in lipid, xenobiotic, organic acid, acetyl-CoA, and steroid metabolism mainly at the transcriptional level, especially in females. However, several proteins of the mitochondrial complex III significantly correlated with ascorbate concentrations in both males and females unlike their corresponding transcripts. Finally, poly(ribo)some profiling did not reveal significant enrichment difference for these mitochondrial complex III mRNAs between *Gulo*^*−/−*^ mice treated with sub-optimal and optimal ascorbate levels.

**Conclusions:**

Thus, the abundance of several subunits of the mitochondrial complex III are regulated by ascorbate at the post-transcriptional levels. Our extensive omics analyses provide a novel resource of altered gene expression patterns at the transcriptional and post-transcriptional levels under ascorbate deficiency.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40659-024-00509-x.

## Background

Maintaining adequate vitamin C (ascorbate) levels in tissues is essential for optimal body function [1]. Most mammals produce their own ascorbate in their liver and do not develop vitamin C deficiency or scurvy [2]. Humans, however, carry a mutation in the gene encoding the enzyme gulonolactone oxidase (GULO) necessary for the last step of ascorbic acid synthesis [2]. For this reason, humans depend entirely on dietary sources to obtain sufficient quantities of this vitamin. Although scurvy is nowadays rare, epidemiological studies indicate that large subpopulations (between 5% and 30% depending on age, smoking habits, or socioeconomic status) can be diagnosed with hypovitaminosis C [3–7]. Importantly, several chronic diseases and their associated risk factors, including diabetes [8], metabolic syndrome [9, 10], blood pressure [11], cardiovascular diseases [12], and all-cause mortality [13] have been inversely linked to low blood ascorbate levels.

Vitamin C has many established functions in the cells in addition to scavenging reactive oxygen species. It is a cofactor for several enzymes involved in the biosynthesis of catecholamine neurotransmitters and hormones (epinephrine, norepinephrine, and dopamine), the synthesis of carnitine essential for mitochondrial fatty acid catabolism, and the modifications of mature collagen molecules at the post-translational level [14, 15]. Such enzymes like hydroxylases or dioxygenases need Fe^2+^, 2-oxoglutarate, oxygen, and ascorbate for catalytic activity [14]. Ascorbate also controls the transcription of various genes by regulating the stability of transcription factors such as the hypoxia inducible factor 1 [16] or by modulating the epigenetic process through the regulation of the catalytic activity of several histone or DNA demethylases [14, 17, 18]. Although the influence of ascorbate on the transcriptome has been studied in several biological systems [19–21], few studies have incorporated proteomic data. This is an important facet as the protein level of a gene may change independently of its transcription rate in a tissue [22].

Clinically relevant animal models of vitamin C deficiency are essential for improving our understanding of the role of ascorbate in the pathogenesis of complex diseases [23]. Hence, a mouse knockout model lacking the enzyme gulonolactone oxidase (*Gulo*^*−/−*^) was created [24]. Ascorbate supplementation is essential to maintain viability in these mice [25]. Importantly, serum ascorbate levels in *Gulo*^*−/−*^ mice can be controlled in a non-invasive way by simply changing the concentration of ascorbate in drinking water [25, 26]. Supplementation of ascorbate in *Gulo*^*−/−*^ mice to optimal levels (to attain 40–80 µM in serum) improved their lipid profiles, mitigated aberrant serum levels of several cardiovascular risk factors, and significantly prolonged their life span [25–27]. In this context, the liver plays a fundamental role in lipid, glucose, and xenobiotic metabolisms. Indeed, it was observed that *Gulo*^*−/−*^ males will exhibit morphological changes of their hepatic mitochondria and an activation of several endoplasmic reticulum associated stress markers as a consequence of an ascorbate deficiency [25]. Note that a stressed endoplasmic reticulum and dysfunctional mitochondria in the liver can result in considerable impairments of several metabolic and detoxification hepatic activities [28]. Although there are potential sex differences associated with the hepatic redox control of mitochondrial functions [29, 30], a recent proteomic study on hepatic microsomal enriched extracts revealed that an ascorbate deficiency in *Gulo*^*−/−*^ mice specifically decreased the levels of several proteins in the mitochondrial complex III of the electron transport chain in the liver tissue without affecting the levels of other mitochondrial protein complexes [31]. However, it is unclear whether ascorbate regulates the abundance of these proteins at the transcriptional or post-transcriptional level. In the present study, we applied integrative omics analysis including transcriptomics and proteomics on the whole liver (without selectively enriching for specific hepatic subcellular compartments) to unveil the transcripts and proteins as well as the biological processes differently regulated upon ascorbate deficiency in both female and male *Gulo*^*−/−*^ mice. In addition, we conducted polysome profiling to get a better insight into the expression alterations of specific genes, potentially at the level of translation. Overall, our results indicated that ascorbate regulates the abundance of several mitochondrial complex III proteins at the post-transcriptional level in both females and males.

## Methods

### Liver harvesting from our different mouse cohorts

At the age of four months, all mice were fasted overnight before liver collection. At 10:00 am the next day, the liver was collected after final exsanguination under general anesthesia with 3% isoflurane. Liver samples were kept frozen at -80 °C.

### Experimental design and statistical rationale

Mice were separated into six cohorts containing at least three males and three females each as described in a previous study [31]. A schematic of the experimental groups is shown in Fig. 1A. Briefly, three cohorts of *Gulo*^*−/−*^ mice were maintained on standard diet and supplemented with 0.4%, 0.05%, or 0.01% ascorbate in drinking water from weaning until the age of four months and are referred as GL40, GL05, and GL01 mice, respectively. A fourth cohort of *Gulo*^*−/−*^ mice was supplemented with 0.4% ascorbate until the age of three months, after which ascorbate was completely removed for four weeks (GL00). A fifth cohort of *Gulo*^*−/−*^ mice was supplemented from weaning until the age of two months with 0.4% ascorbate. Ascorbate was removed from drinking water for one month and then ascorbate was reintroduced (0.4%) into drinking water until the age of four months (GLR40; referred as the rescue cohort). A wild type reference cohort (*Gulo*^*+/+*^) was maintained in the same room with no ascorbate supplementation (WT00). Total RNAs and proteins were extracted from the whole liver of each mouse for both RNA-seq analysis and label-free Liquid Chromatography-Tandem Mass Spectrometry global quantitative proteomics. Statistical criteria for each analysis in this study are detailed in the following experimental procedures sections.

**Fig. 1:**
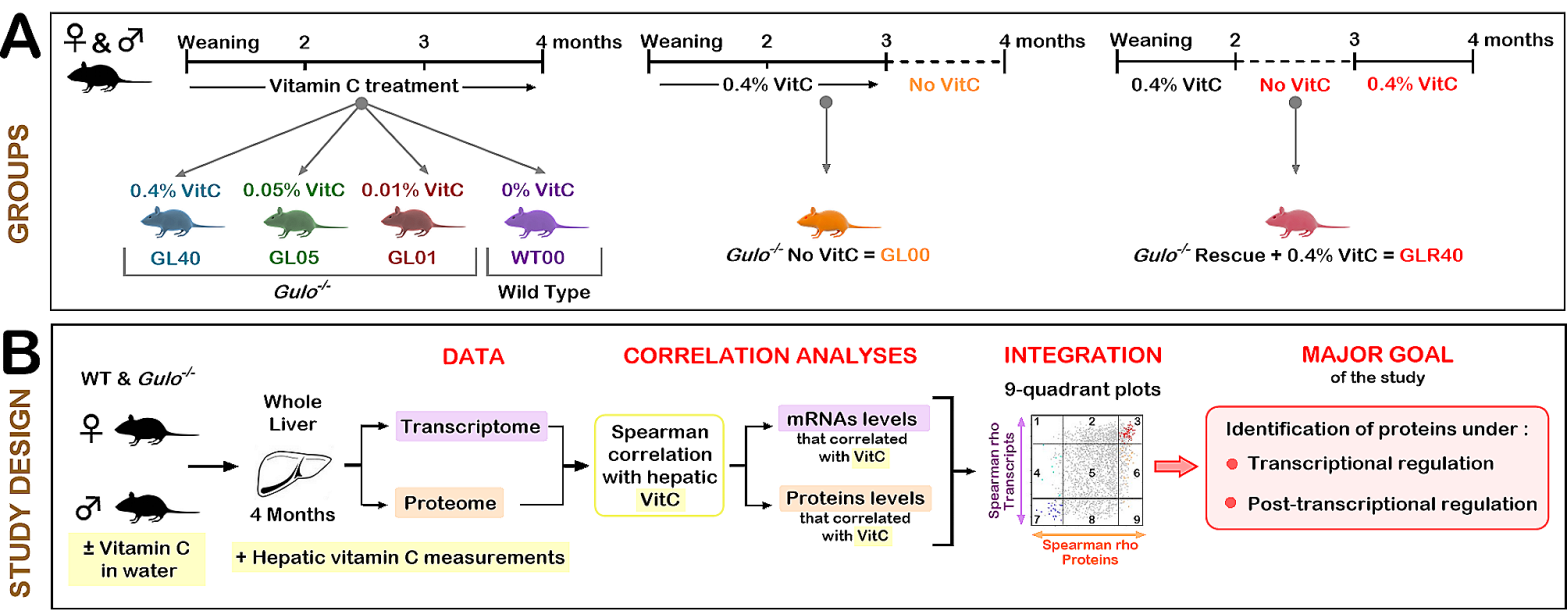
Study design and hepatic ascorbate levels in the different experimental groups of mice. (**A**) Schematic of the different vitamin C (ascorbate) treatments of mice and timeline. Females and males were separated into six experimental groups. Animals were labeled according to their genotype (GL for *Gulo*^*−/−*^ mice and WT for wild-type mice) and the vitamin C (VitC) treatments (% is weight of ascorbate per 100 mL of drinking water). The timelines for each treatment are indicated at the top. (**B**) Overview of the research design depicting the major goals of the study. Liver was harvested at the age of 4 months for all mice female and male cohorts. Transcriptomics and proteomics were performed on liver samples as well as measurements of hepatic vitamin C. Spearman rank correlation analysis of the omics data led us to the identification of proteins that are transcriptionally or post-transcriptionally regulated by ascorbate

### Ascorbic acid measurements in whole liver samples

Ascorbate measurements in the whole liver samples were performed by the mass spectrometry platform at TransBioTech in the city of Lévis (PQ, Canada). We described the original quantification method on an ACQUITY™ UPLC system coupled with an ACQUITY™ triple quadrupole tandem mass spectrometer Xevo-TQD (Waters, Milford, MA, USA) in the study by Aumailley et al. [31].

### Total RNA extraction

Liver tissues were homogenized in Qiazol buffer (Qiagen, Germantown, MD, USA) and hepatic total RNA was extracted using the miRNeasy Mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. Quantity of hepatic total RNA was measured using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and quality was assayed on an Agilent BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Total RNA samples were frozen at -80 °C until further analysis.

### Transcriptome sequencing

The NEBNext Ultra II directional RNA library prep kit for Illumina (New Englands Biolabs Inc., Ipswich, MA, USA) was used to prepare cDNA sequencing libraries, according to the manufacturer’s instruction. Briefly, 1 µg of total RNA were purified using the NEBNext poly(A) (New Englands Biolabs Inc.) and used as a template for cDNA synthesis by reverse transcriptase with random primers. The specificity of the strand was obtained by replacing the dTTP with the dUTP. This cDNA was subsequently converted to double-stranded DNA that was end-repaired. Ligation of adaptors was followed by a purification step with AxyPrep Mag PCR Clean-up kit (Axygen, Big Flats, NY, USA), by an excision of the strands containing the dUTPs, and finally, by a PCR enrichment step of nine cycles to incorporate specific indexed adapters for the multiplexing. The quality of the final amplified libraries was examined with a DNA screen tape D1000 on a Tapestation 2200 and the quantification was done on the QuBit 3.0 fluorometer (ThermoFisher Scientific, Canada). Subsequently, RNA-seq libraries with unique index were pooled together in equimolar ratio and sequenced for paired-end 100 bp sequencing on a NovaSeq 6000 at the Next-Generation Sequencing Platform, Genomics Center, CHU de Québec Research Center-Université Laval (Québec City, PQ, Canada). The average insert size for the libraries was 290 bp. The mean number of paired reads per sample was 30 million.

### RNA-seq analysis

After sequencing, raw data were obtained in the fastq format and reads were trimmed using fastp v0.20.0 [32]. The software FastQC v0.11.8 [33] and MultiQC v1.8 [34] were used for validating the quality of the data. The alignment of the trimmed sequences to the *Mus musculus* transcriptome (Mm.Ensembl104) was performed with Kallisto v0.46.2 [35]. Only transcripts with a standard deviation of TPM (Transcripts Per kilobase Million) expression greater than zero were retained for downstream analysis. The principal component analysis (PCA) was completed with the mixOmics v6.20.0 [36] R package. The PCA graphical representations were produced with the ggplot2 v3.3.3 package [37]. Student *t*-test was performed between male and female TPMs, *p*-values were adjusted for multiple testing correction with Benjamini–Hochberg correction (false discovery rate = 0.05). Spearman rank correlation coefficient was computed for each transcript between TPM and hepatic vitamin C levels (ng/mg of tissue) across all samples. A correlation between the transcript abundance and the ascorbate concentration was considered significant if the *p*-value < 0.05 for the Spearman correlation coefficient *rho*. Only transcripts with an absolute ratio between GL40/GL00 group > 2 and at least 13 quantified values among the 18 female or male samples (thus > 70% of the total samples quantifiable for females or males) were considered for the correlation analysis. Student *t*-test and Spearman rank correlations were done in R v4.2.1.

### Isolation of polysomal associated RNAs and polysomal profiles analysis

Isolation of polysomal associated RNAs and polysomal profiles analysis were performed like previously described [38]. Briefly, livers from male *Gulo*^*−/−*^ mice treated with 0% or 0.4% ascorbate were homogenized on ice by 10 strokes in an ice-cold Dounce homogenizer with 2 ml of lysis buffer (20 mM Tris, pH 7.4, 150 mM NaCl, 5 mM MgCl2, 40 U/mL Rnasin, 50 µg/mL cycloheximide, cOmplete™ EDTA-free Protease Inhibitor Cocktail (Roche, Indianapolis, IN, USA) and 1 mM dithiothreitol), and Nonidet P-40 substitute and sodium deoxycholate was added to a final concentration of 1% for lysis. Extracts were kept 15 min on ice and then clarified by centrifugation at 12,000 *g* for 20 min at 4 °C. RNA concentration was measured by spectrophotometry and ∼20 OD260 units of RNA were overlaid on top of a 15–55% sucrose gradient. The gradients were centrifuged at 223,000 *g* (SW 40 TI Beckman rotor, Indianapolis, IN, USA) for 2.5 h. Fractions were collected into individual tubes with continuous monitoring of absorbance at 254 nm in an Automated Density Fractionation System (Teledyne Isco, Density Gradient Fractionation System, LabWrench, Midland, ON, Canada). To generate polysomal charts, absorbance was recorded on a chart paper. RNA from each fraction was extracted by phenol–chloroform extraction and fractions corresponding to monosomes, light, or heavy polysomes (1 and 2) were respectively pooled together.

For quantification of the area under the curves in the polysome graphs, polysome profiles from four biological replicates for ascorbate-deficient *Gulo*^*−/−*^ mice (GL00), or five biological replicates for *Gulo*^*−/−*^ mice treated with 0.4% vitamin C (GL40) were scanned and digitized. The number of pixels for sub-polysomal fractions were calculated using ImageJ to obtain the area under the curve (i.e. area corresponding to peaks of the 40 S, 60 S and 80 S ribosomal sub-units) and for polysomal fractions (i.e. area from the first polysomal peak to the twelfth polysomal peak, as reported [38]). The values for the lower limit of the Y axis were defined by the lowest points on each graph. Results are presented as polysomal fractions area relative to total fractions area for each condition. Significant difference between GL00 and GL40 was determined via a non-parametric t-test.

### Quantitative real-time PCR

Quantitative Real-Time PCR measurements were performed by the CHU de Québec Research Center (CHUL) Gene Expression Platform (Québec, PQ, Canada) and were compliant with MIQE guidelines [39, 40]. Briefly, first-strand cDNA synthesis was accomplished using 3 µg of isolated RNA in a reaction containing 200 U of Superscript IV Rnase H-RT (Invitrogen Life Technologies, Burlington, ON, Canada), 300 ng of oligo-dT_18_, 50 ng of random hexamers, 50 mM Tris-HCl pH 8.3, 75 mM KCl, 3 mM MgCl_2_, 500 µM deoxynucleotides triphosphate, 5 mM dithiothreitol, and 40 U of Protector Rnase inhibitor (Roche Diagnostics, Indianapolis, IN, USA) in a final volume of 50 µL. Reaction was incubated at 25 °C for 10 min, then at 50 °C for 20 min, and inactivated at 80 °C for 10 min. Complementary DNA was purified with a PCR purification kit (Qiagen, Hilden, Germany).

Oligoprimer pairs (synthesized by Integrated DNA Technology, Coralville, IA, USA) were designed by GeneTool 2.0 software (Biotools Inc., Edmonton, AB, Canada) and their specificity was verified by blast in the GenBank database. Complementary DNA corresponding to 0.4 or 20 ng of total RNA was used to carry out fluorescent based Realtime PCR quantification using the LightCycler 480 (Roche Diagnostics, Mannheim, Germany). Reagent LightCycler 480 SYBRGreen I Master (Roche Diagnostics, Indianapolis, IN, USA) was used as described by the manufacturer. The conditions for PCR reactions were: 45 cycles, denaturation at 98 °C for 10 s, annealing at 60 °C for 10 s, elongation at 72 °C for 14 s and then 74 °C for 5 s (reading). Relative quantity was calculated using second derivative method and by applying the delta Ct method [41]. For total RNA analysis, normalization was performed using the reference genes known to have stable expression levels from embryonic life through adulthood in various tissues [42]: ATP synthase, H + transporting, mitochondrial F1 complex, O subunit (Atp5o) and ubiquitin C (Ubc). Normalization with 18 S rRNA was used for ribosome associated RNAs analysis as described before [43].

### Whole liver protein extraction and preparation for label-free Liquid Chromatography-Tandem mass spectrometry

Preparation of protein samples for mass spectrometry analysis were performed as described previously in the study by Aumailley et al. [31]. Briefly, tissue protein extraction was carried out in lysis buffer containing 50 mM Tris-HCl (pH 7.5), 1% NP-40, 0.2% SDS, 1% sodium deoxycholate, 150 mM NaCl, 1mM PMSF, complete protease inhibitor cocktail and phosphatase inhibitor cocktail PhoSTOP™ (Roche Applied Science, Indianapolis, IN, USA). After tissue homogenization and sonication, samples were centrifuged at 16,000 *g* for 15 min thrice. Five volumes of acetone were added to the lysate to allow the proteins to precipitate overnight. The protein pellet was recovered by centrifugation at 16,000 *g* for 15 min and resuspended in 200 µL of 50 mM ammonium bicarbonate / 1% DOC buffer. Protein concentration of each sample was measured by the Bradford protein assay (Bio-Rad, Mississauga, ON, Canada).

Ten µg of proteins were reduced with 0.2 mM dithiothreitol (DTT) for 30 min at 37 °C and alkylated with 0.8 mM iodoacetamide for 30 min at 37 °C. Samples were then incubated with trypsin (trypsin: protein ; 1:50) at 37 °C overnight. The reaction was stopped by addition of 1% trifluoroacetic acid (TFA), 0.5% acetic acid, and 0.5% acetonitrile then centrifuged for 5 min at 16,000 *g*. The peptides obtained were then desalted using C18 stagetip.

### Label-free Liquid Chromatography-Tandem mass spectrometry analysis

One µg of each liver sample was analyzed by nanoLC/MSMS using a Dionex UltiMate 3000 nanoRSLC chromatography system (Thermo Fisher Scientific) connected to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific) equipped with a nanoelectrospray ion source described previously [26, 31]. Peptides were trapped at 20 µL/min in loading solvent (2% acetonitrile, 0.05% TFA) on a 5 mm x 300 μm C18 pepmap cartridge pre-column (Thermo Fisher Scientific) for 5 min. Then, the pre-column was switched online with Pepmap Acclaim column (Thermo Fisher Scientific) 50 cm x 75 μm internal diameter separation column and the peptides were eluted with a linear gradient from 5 to 40% solvent B (A: 0.1% formic acid, B: 80% acetonitrile, 0.1% formic acid) in 90 min, at 300 nL/min for a total run time of 120 min. Using the Thermo Xcalibur software version 4.1.50, mass spectra were acquired with the data dependent acquisition mode. Full scan mass spectra (350 to 1800 m/z) were acquired in the orbitrap using an AGC target of 4e5, a maximum injection time of 50 ms, and a resolution of 120,000. Internal calibration using lock mass on the m/z 445.12003 siloxane ion was used. Each MS scan was followed by acquisition of fragmentation MS/MS spectra of the most intense ions for a total cycle time of 3 s (top speed mode). The selected ions were isolated using the quadrupole analyzer in a window of 1.6 m/z and fragmented by Higher energy Collision-induced Dissociation with 35% of collision energy. The resulting fragments were detected by the linear ion trap in rapid scan rate with an AGC target of 1e4 and a maximum injection time of 50 ms. Dynamic exclusion of previously fragmented peptides was set for a period of 30 s and a tolerance of 10 ppm.

### Database searching and label free quantification (LFQ)

Spectra were searched against the Uniprot Ref *Mus musculus* database (July 2020 release/ 63,807 entries) using the Andromeda module of MaxQuant software v. 1.6.10.43 [44]. Trypsin/P enzyme parameter was selected with two possible missed cleavages. Carbamidomethylation of cysteins was set as fixed modification while methionine oxidation, protein N-terminal acetylation and hydroxyproline were set as variable modifications for the global search. Mass search tolerance was 5 ppm and 0.5 Da for MS and MS/MS, respectively. For protein validation, a maximum False Discovery Rate of 1% at peptide and protein level was used based on a target/decoy search. MaxQuant was also used for Label Free Quantification. The ‘match between runs’ option was used with 20 min value as alignment time window and 0.7 min as match time window. Only unique and razor peptides were used for quantification. Normalisation (LFQ intensities) was performed by MaxQuant.

### LFQ data post-processing and statistical analysis

Post-processing of the LFQ data were performed like previously described [26, 31]. Briefly, Rstudio 1.2.5019 was used for data post-processing. In the case of protein intensity values that were missing, values were replaced by a noise value corresponding to 1% percentile of the normalised value for each condition. A protein was considered as quantifiable only if at least three intensity values in the three replicates of one of the two conditions being compared were present and if two peptides or more were identified for this protein. Multi-scatter plots were generated with Perseus software v2.0.7.0 [45] using the log2 transformed LFQ intensities. Pearson correlation coefficients between the different triplicated within the various treatment groups were calculated. The principal component analysis (PCA) was completed with the mixOmics v6.20.0 [36] R package. The PCA graphical representations were produced with the ggplot2 v3.3.3 package [37]. Student *t*-test was performed between male and female LFQ intensities, *p*-values were adjusted for multiple testing correction with Benjamini–Hochberg correction (false discovery rate = 0.05). Spearman rank correlation coefficient was computed for each protein between LFQ intensity and hepatic vitamin C levels (ng/mg of tissue) across all samples. A correlation between the protein abundance and the ascorbate concentration was considered significant if the *p*-value < 0.05 for the Spearman correlation coefficient *rho*. Only proteins with an absolute ratio between GL40/GL00 group > 2 and at least 13 quantified values among the 18 female or male samples (thus > 70% of the total samples quantifiable for females or males) were considered for the correlation analysis. Student *t*-test and Spearman rank correlations were done in R v4.2.1.

### Combined analysis of the transcriptome and proteome Spearman correlation studies

Nine-quadrant scatter plots were created with Perseus software v2.0.7.0 [45]. Spearman’s rank correlations between transcripts or proteins levels and hepatic ascorbate levels results were used as x and y values, respectively, for each identified protein that had a corresponding transcript with quantifiable information in females or males. The dashed lines on the x and y axes were set at a *rho* value equal to 0.46876 or -0.46876. These lines indicated the significance thresholds (*p*-value < 0.05) and drawn nine distinctive quadrants on the scatter plots. Genes that exhibited at least a two-fold protein abundance difference between ascorbate-deficient *Gulo*^*−/−*^ mice and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning were colored in quadrants one, three, four, six, seven and nine.

### Functional annotation analysis

Enriched biological processes were identified using DAVID (Database for Annotation, Visualization, and Integrated Discovery) web site [46]. We also used STRING (Search Tool for the Retrieval of Interacting Genes) to generate a network of protein interactions [47].

### Immunoblotting analysis

Western blotting analyses on whole liver protein samples were performed as previously described [31]. The separated proteins on the PVDF membranes were detected using the following antibodies: mouse monoclonal antibodies against ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1 (anti-Uqcrfs1 [5A5] ab14746), ubiquinol-cytochrome C reductase core protein I (anti-Uqcrc1 [16D10AD9AH5] ab110252), ubiquinol-cytochrome C reductase core protein II (anti-Uqcrc2 [13G12AF12BB11] ab14745) from Abcam (Cambridge, MA, USA) and mouse monoclonal antibody β-actin (A5441) from Sigma-Aldrich (Oakville, ON, Canada).

## Results

### Study design and hepatic ascorbate levels in the different experimental groups of mice

To identify the biological processes that are altered in the whole hepatic tissue of mice exhibiting different degrees of vitamin C deficiency, specific cohorts of female and male mice were subjected to different ascorbate concentrations in drinking water. The Fig. 1A presents the different mouse groups (WT and *Gulo*^*−/−*^ mice) treated with the indicated concentrations of ascorbate in drinking water. Succinctly, six different cohorts containing at least three females and three males were used in this study. *Gulo*^*−/−*^ mice were treated from weaning until the age of four months with 0.4% (GL40), 0.05% (GL05) or 0.01% (GL01) ascorbate (w/v). One cohort of *Gulo*^*−/−*^ mice underwent a four-week ascorbate depletion from the age of three months until the age of four months (GL00). Another cohort of *Gulo*^*−/−*^ mice were supplemented with 0.4% ascorbate (w/v) from weaning to the age of two months after which they experienced a four-week ascorbate depletion. At the age of three months, 0.4% ascorbate (w/v) was added back (for rescue) to drinking water until the age of four months (GLR40). The wild type (WT00) control mice, which synthesize their own ascorbate, were used as the normal reference cohort without ascorbate supplementation in drinking water. Mice were fed ad libitum with normal chow and were not treated with any drugs or chemicals that can induce liver lesions. We performed both transcriptomic and proteomic analyses on the whole liver samples of all these animals at the age of four months as described in the experimental design of Fig. 1B. Importantly, using UPLC-MS/MS in a previous study, we had measured ascorbate levels in the whole hepatic tissue of the exact same animals that are being analyzed in the present transcriptomic/proteomic study (Fig. 1A) [31]. The raw data of such measurements are shown in the Additional file 1: Table S1. The major goal was to identify proteins which abundance was regulated by vitamin C at the transcriptional or post-transcriptional levels in the whole liver of these mice.

### Biological reproducibility of label-free quantification of whole liver proteomes

To determine whether the proteomic profiles differ between the different groups of mice, we performed quantitative proteomic profiling with label-free LC-MS/MS. Normalization of the data was performed on the LFQ intensities using MaxQuant. As indicated in the Additional file 2: Figure S1A, the distribution of the log2 transformed protein intensities was comparable as the data for each liver sample were homogenized and distributed at the same level. Out of the 3,414 proteins identified in all the different liver samples, 2,393 proteins were quantified with at least two peptides when we compared all the female to the male samples (Additional file 3: Table S2). Notably, the number of quantified proteins for each individual sample was similar regardless of ascorbate treatments within the female or the male groups (Additional file 2: Figure S1B). The pie chart in the Additional file 2: Figure S1C provides the protein coverage distribution for all the identified and quantified proteins. More than 30% of the data set contained proteins that were represented by identified peptides covering more than 50% of their sequence.

To examine the variation among the different biological replicates within the same experimental groups, multi-scatter plots were generated using Perseus software. As shown in the Additional file 4: Figure S2, Pearson correlation coefficients between the different triplicates within the various treatment groups (GL00, GL01, GL05, GL40, GLR40, and WT00 for females or males) varied from 0.8668 to 0.9914. These results indicated a high degree of correlation among different triplicates within each treatment groups.

### Sex-based difference in liver transcriptomic and proteomic profiles regardless of ascorbate treatments

Liver tissues from the same mice were used for both the transcriptomic and proteomic analyses.

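RNA was sequenced from the whole livers of 36 mice, 3 in each of 12 groups. For each sex these were *Gulo*-/- mice given 0.4%, 0.05% or 0.01% ascorbate since weaning (GL40, GL05 and GL01), *Gulo*-/- mice without ascorbate for the last 4 weeks (GL00), *Gulo*-/- mice whose ascorbate was removed for 4 weeks and then given back at 0.4% for 4 weeks (GLR40), and wild type mice (WT00). The authors trimmed the reads with fastp, pseudoaligned them to the Ensembl mouse transcriptome with kallisto and reported TPM per gene. The values of each mouse sum to 1000000 and keep no record of its depth, for which the paper states a mean of 30 M paired reads per sample. How transcripts were added up into genes is not stated. From these TPM, groups were compared with limma (mean-variance trend, robust) on log2(TPM + 1), in the 18 mice of each sex, over the 18050 genes in females and 17661 in males with TPM above 0 in at least 13 of 18 mice. A gene was counted as changed with a Benjamini-Hochberg adjusted p under 0.05 and a ratio of the mean TPM above 2. Members of gene lists were counted on the adjusted p alone. Lists fixed beforehand were tested with camera at its preset correlation of 0.01, adjusted over 46 lists, and again with the correlation estimated from the mice. Correlations with hepatic ascorbate are the Spearman correlations of the paper, with the same ratio of 2 between GL00 and GL40. Errors of TPM are standard deviations over 3 mice unless another n is given. The added 1 shrinks the fold changes of genes with low TPM. Because TPM are shares of a fixed sum, each comparison was also run after median-ratio scaling, which shifted the median log2 fold change of all tested genes by 0.07 for GL00 over GL40 in males, 0.06 for females over males and -0.09 for the interaction of sex with deficiency, and that of the genes with a mean of at least 5 TPM by 0.13, 0.13 and -0.18.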

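*Gulo*, which encodes the enzyme of the last step of ascorbate synthesis, had 242 ± 23.3 TPM (n = 3) in the livers of wild type females and 153 ± 10.0 TPM in those of wild type males. Its transcript was still measured in the *Gulo*-/- groups, at group means of 22.6 to 44.9 TPM. The Y-linked *Ddx3y*, an RNA helicase gene, lay at 15.1 to 29.1 TPM in the 18 males and at 0.875 TPM or less in the 18 females. The words of the title of MGLR40-2831 call that mouse female, but its animal name, its sex label and Table S1 list it as male, and it was used as male. Hepatic ascorbate of the same mice, as given in Table S1 of the paper, was 0.0733 ± 0.127 ng/mg in FGL00 and 0.493 ± 0.0379 ng/mg in MGL00, 1.88 ± 0.984 and 1.80 ± 0.547 ng/mg in FGL01 and MGL01, 70.6 ± 16.4 and 52.5 ± 13.0 ng/mg in FGL05 and MGL05, and 188 ± 7.16 and 114 ± 28.2 ng/mg in FGL40 and MGL40. The rescued mice had 205 ± 50.4 ng/mg (FGLR40) and 142 ± 13.1 ng/mg (MGLR40), and the wild type mice 166 ± 16.7 ng/mg (FWT00) and 149 ± 11.4 ng/mg (MWT00). The values form 2 clusters in each sex, with the 6 mice of GL00 and GL01 at 2.69 ng/mg or less and the other 12 at 38.1 ng/mg or more, so a correlation over 18 mice largely compares these clusters.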

Total RNA was extracted from the liver for next-generation RNA sequencing. The Additional file 5: Table S3 provides the transcripts per kilobase million or TPM value for 36,066 genes in each sample. 

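Secreted and mitochondrial transcripts filled much of these livers. Albumin (*Alb*) had group means between 41273 ± 6073 TPM (n = 3) and 61716 ± 943 TPM, and the transcripts of the mitochondrial genome took 11.5% to 15.8% of the TPM of a mouse. The major urinary proteins (Mups), pheromone carriers secreted into the urine, took 10.1 ± 2.26% of all TPM in MGL40 and 3.27 ± 0.674% in FGL40, but 1.22 ± 0.449% in MGL00, 0.0607 ± 0.0198% in FGL00 and 0.0156 ± 0.0156% in FGL01. Females had 19010 to 20093 genes above 0 TPM per mouse and males 18701 to 19396. On log2(TPM + 1), Pearson correlations between any pair of the 36 mice ranged from 0.963 to 0.995. Reads of the nearly identical Mup genes may have been shared among them by the pseudoalignment, so their sum is surer than the value of any 1 of them.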

There were 26,071 transcripts identified in at least one of the female or male samples. To determine whether the transcriptomic profiles differed between groups of ascorbate-treated mice, we first performed a Principal Component Analysis (PCA) on the transcriptomic data (Additional file 5: Table S3). 

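In a PCA of the TPM of the 36 livers, the first component had a mean score of -10059 (SD 6904, n = 18) in females and of 10059 (SD 16612, n = 18) in males (two-sided permutation test of the mean difference, 100000 resamples, p = 4.0e-05). The 3 MGL00 mice lay on the negative side too, as did MGL01-2713 (-12865) and MGL01-2712 (-704), while the female FWT00-2641 lay on the positive side (1093). This component held 59.4% of the variance and was mostly made of Mup transcripts: *Mup22* held 34.9% of its squared loadings, *Mup7* 21.0%, *Mup19* 7.2% and *Mup3* 5.2%, and the 22 Mup genes together 77.9%. *Alb* held 7.6%. The second component, with 15.1% of the variance, was led by *Alb* (24.1%), *Mup22* (16.1%), *Mup7* (13.0%), the apolipoprotein gene *Apoa1* (7.8%) and the heme carrier *Hpx* (3.1%), and did not part the sexes (permutation test, p = 0.182). The nearest neighbor in the plane was of the same sex for 35 of the 36 mice. On log2(TPM + 1), which gives less weight to the Mups, the first component held 31.6% of the variance and parted the sexes (permutation test, p = 1e-05, the smallest possible with 100000 resamples).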

As indicated in Fig. 2A, a clear distinction between males (blue symbols) and females (red symbols) transcriptomic profiles was appreciable among mice, and this regardless of the ascorbate treatment. The Additional file 6: Table S4 displays the 700 transcripts with a significant difference of more than two-fold between females and males (adjusted *p*-value < 0.05). 

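Transcripts of steroid and xenobiotic metabolism were among those that differed most between the sexes. *Cyp3a41a*, a P450 of female liver, had 938 ± 773 TPM in females (n = 18) and 0.898 ± 0.906 TPM in males (n = 18; log2 fold change 8.44, standard error 0.21), and *Cyp2c69* 479.6 ± 254 TPM and 1.61 ± 2.00 TPM (7.55, standard error 0.17). In the other direction, *Cyp2d9*, a steroid hydroxylase of male liver, had 36.9 ± 21.0 TPM in females and 1146 ± 276 TPM in males (-5.07, standard error 0.13), the fatty acid elongase *Elovl3* 2.98 ± 1.94 TPM and 279.5 ± 173 TPM (-5.64, standard error 0.17), and *Mup20*, the male pheromone darcin, 51.5 ± 35.4 TPM and 4501 ± 3522 TPM (-6.25, standard error 0.25). Of 33 genes fixed beforehand as female-biased in liver, 31 were higher and 0 lower in females (31 and 0 adjusted over the list alone, camera, adjusted p = 1.3e-28, and adjusted p = 0.00105 with an estimated correlation). All 21 male-biased genes, also over the list alone, and all 21 Mup genes tested were lower in females (camera, adjusted p = 3.6e-49 and 2.3e-36). Females also had higher transcripts of Kupffer cells, the resident macrophages of the liver (12 of 12; *Clec4f* 102 ± 16.8 TPM in females and 69.0 ± 12.8 TPM in males, adjusted p = 1.8e-08; camera, adjusted p = 3.8e-07, and adjusted p = 0.380 with an estimated correlation). With limma on all 36 mice, 1040 of 18336 genes differed between the sexes, 800 higher in females and 240 in males; median-ratio scaling gave 834, 532 higher in females and 302 in males. Without Mup genes the count was 922, and among genes with TPM of at least 1 in 3 mice 589. The model held sex and the 6 treatments.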

Biological processes that were different between females and males were evaluated using the Database for Annotation, Visualization and Integration Discovery (DAVID) tool [46]. The Fig. 2B indicates that eight biological processes were significantly different between females and males with a Bonferroni *p*-value < 0.05. The lists of transcripts for each biological process are indicated in the Additional file 7: Table S5.

**Fig. 2:**
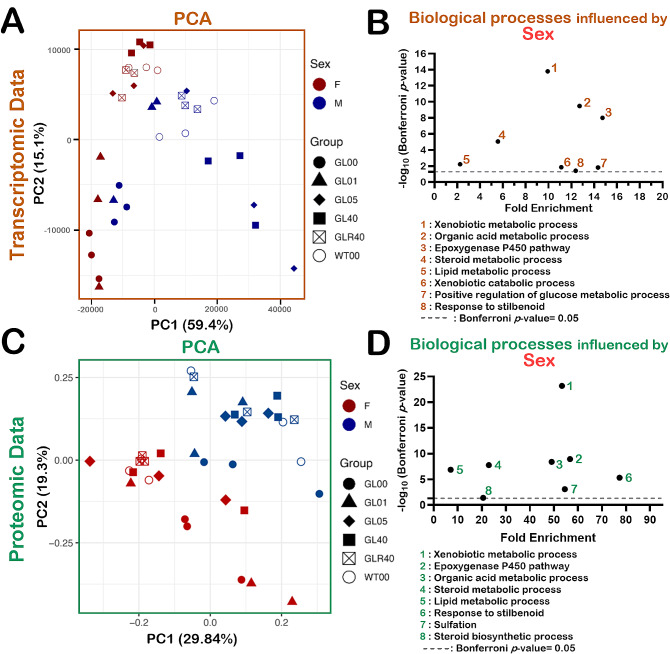
Impact of sexual dimorphism on the liver transcriptomic and proteomic profiles of mice treated with different concentrations of ascorbate. (**A**) Principal Component Analysis (PCA) on the transcriptomic data. (**B**) One-dimensional Gene Ontology analysis showing the fold enrichments of genes involved in biological processes significantly different between females and males. (**C**) PCA graph of *Gulo*^*−/−*^ mice treated with different concentrations of ascorbate in drinking water since weaning compared to age-matched control untreated WT mice in both females and males. (**D**) One-dimensional Gene Ontology analysis showing the fold enrichments of proteins involved in biological processes significantly different between females and males. For the PCA graphs, F = Females and M = Males; WT00 = WT females or males with no ascorbate for 4 months; GL00 = *Gulo*^*−/−*^ females or males with no ascorbate for 1 month; GL01 = *Gulo*^*−/−*^ females or males treated with 0.01% ascorbate for 4 months; GL05 = *Gulo*^*−/−*^ females or males treated with 0.05% ascorbate for 4 months; GL40 = *Gulo*^*−/−*^ females or males treated with 0.4% ascorbate for 4 months; GLR40 = *Gulo*^*−/−*^ females or males treated with 0% ascorbate for 1 month followed by 1 month of 0.4% ascorbate treatment; *N* = 3 for each experimental groups

We next performed a PCA using LFQ normalized and imputed data from the Additional file 3: Table S2. As indicated in Fig. 2C, all the *Gulo*^*−/−*^ and wild type females (all the red symbols on the graph) showed little overlap with the *Gulo*^*−/−*^ and wild type male groups (all the blue symbols). Thus, the proteomic results also pointed out to the sex-associated difference observed in the transcriptomic profiles of our various mouse cohorts. The Additional file 8: Table S6 displays the 76 proteins with a significant difference of more than two-fold between all the females and all the males (adjusted *p*-value < 0.05). Biological processes that were different between females and males were also evaluated using the DAVID bioinformatics tool [46]. The analysis indicated that proteins exhibiting different abundance between female and male liver tissues were involved in seven different biological pathways (Fig. 2D). The Additional file 9: Table S7 provides a list of proteins corresponding to these different biological processes. Six of these pathways were commonly affected at the transcriptomic and proteomic levels (Fig. 2B and D) and included the xenobiotic metabolic process, steroid metabolic process, epoxygenase P450 pathway, organic acid metabolic process, response to stilbenoid, and lipid metabolic process.

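Within these pathways the sexes divided by gene, P450 by P450. Of the 14 genes that Table S5 lists for the epoxygenase P450 pathway, 13 were higher in females and 1 in males, and of its 17 genes of organic acid metabolism 14 and 3. Steroid metabolism held 15 female-higher and 5 male-higher genes of 20, lipid metabolism 29 and 13 of 42, xenobiotic metabolism 17 and 9 of 26, and the response to stilbenoid 2 and 5 of 7. Among them *Cyp2b9* had 426 ± 108 TPM in females and 44.3 ± 71.4 TPM in males (n = 18 each; log2 fold change 4.75, standard error 0.33, adjusted p = 7.0e-12), and *Cyp4a12a*, a fatty acid hydroxylase of male liver, 0.0967 ± 0.183 TPM and 131 ± 65.8 TPM (-6.57, standard error 0.14, adjusted p = 2.4e-24). These genes were listed in the paper because they differed in these mice, so their counts, by limma, are not independent evidence. Reads of close paralogs such as *Cyp2b9* and *Cyp2b13* may be shared.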

### Liver ascorbate levels impact the hepatic transcriptomic and proteomic profiles of females and males

Further examination of the PCA in Fig. 2A indicated that the transcriptome profiles of *Gulo*^*−/−*^ females treated with 0% (closed red circles) or 0.01% ascorbate (red triangles) did not overlap with the other *Gulo*^*−/−*^ females treated with higher levels of ascorbate in drinking water or with untreated WT females. 

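Females given 0.01% ascorbate had more *Fgl1* and less *Mup20*, *Slc13a2* and *Cyp2b10* transcript than FGL40. *Mup20* fell to 7.24 ± 6.33 TPM from 65.9 ± 8.99 TPM (log2 fold change -3.36, standard error 0.45, adjusted p = 2.8e-04). The fibrinogen-like *Fgl1*, a secreted liver protein of the acute phase, had 1342 ± 497 TPM in FGL01 and 429 ± 65.3 TPM in FGL40 (n = 3 each, log2 fold change 1.58, standard error 0.22, adjusted p = 2.7e-04), and the citrate and succinate carrier *Slc13a2* 0.240 ± 0.151 TPM and 3.25 ± 0.506 TPM (-1.78, standard error 0.22, adjusted p = 1.6e-04). The phenobarbital-inducible *Cyp2b10* had 12.5 ± 10.3 TPM and 193 ± 45.6 TPM (-4.41, standard error 0.99, adjusted p = 0.00701). The serum amyloid *Saa1* ranged from 67.2 to 849.6 TPM among the FGL01 mice, against 39.7 to 72.5 TPM in FGL40 (2.29, standard error 0.68, adjusted p = 0.0288). With limma, 971 genes differed between FGL01 and FGL40 (602 higher, 369 lower) and 199 between FGL01 and FGL00. In the plane of the PCA the center of FGL01 lay at 0.82 of the distance of FGL00 from FGL40, and the exact permutation p was 0.1 for either group, the smallest that 3 mice against 3 can give.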

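Males without ascorbate had lost most of 2 male-biased transcripts. *Elovl3* had 19.1 ± 12.2 TPM in MGL00 and 366 ± 66.9 TPM in MGL40 (n = 3 each, log2 fold change -4.36, standard error 0.42, adjusted p = 5.1e-05), and *Slco1a1*, an organic anion transporter of the hepatocyte, 17.0 ± 8.24 TPM and 165 ± 9.67 TPM (log2 fold change -3.32, standard error 0.33, adjusted p = 5.1e-05). *Mt2*, a zinc-binding metallothionein, moved the other way (744 ± 461 TPM and 9.47 ± 4.68 TPM, log2 fold change 6.04, standard error 0.89, adjusted p = 9.3e-04). In the plane of the PCA the center of MGL00 lay 36443 from that of MGL40, whose mice lay 6722 from it on average, and the exact permutation p of the separation was 0.1, the smallest possible for 3 mice against 3. Genes were tested with limma, and distances are in TPM.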

*Gulo*^*−/−*^ males treated with 0% (closed blue circles) ascorbate from the age of three to four months did not overlap with *Gulo*^*−/−*^ males treated with more than 0.05% ascorbate in drinking water. In contrast to females, two *Gulo*^*−/−*^ males treated with 0.01% ascorbate (blue triangles) were closer to groups of mice with high ascorbate concentrations in their liver (such as GLR40 and WT00) than to all the GL00 males.

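Of the 3 MGL01 livers, 1 stood apart from the other two. In MGL01-2713, the mouse with the least hepatic ascorbate of the group (1.18 ng/mg in Table S1 of the paper), the median acute phase transcript lay 0.84 log2 units above the mean of the males, and in the other two it lay at -0.32 and -0.32. *Saa1* ranged from 43.6 to 1355 TPM and *Fgl1* from 228 to 1214 TPM in the group (adjusted p = 0.325 and 0.150 against MGL40). The male-biased transcripts were less divided: *Elovl3* fell to 92.9 ± 48.5 TPM (log2 fold change -2.12, standard error 0.42, adjusted p = 0.0144) and *Mup20* to 1208 ± 836 TPM (-3.13, standard error 0.68, adjusted p = 0.0240). In the plane of the PCA, MGL01-2713 lay 2128 from the center of MGL00, and MGL01-2711 and MGL01-2712 lay 9689 and 11084 from that of MWT00, their nearest other group. With limma, 242 genes differed between MGL01 and MGL40 (113 higher, 129 lower). With 3 mice the place of a single animal cannot be separated from chance.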

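The Mups of rescued females took less of the TPM than those of females never deprived of ascorbate, 1.85 ± 0.268% of all TPM against 3.27 ± 0.674% (n = 3 each). *Mup9* had 36.7 ± 9.44 TPM in FGLR40 and 310.4 ± 112 TPM in FGL40 (log2 fold change -3.02, standard error 0.71, adjusted p = 0.0437) and *Mup1* 14.4 ± 3.51 TPM and 72.9 ± 10.5 TPM (log2 fold change -2.27, standard error 0.48, adjusted p = 0.0306), though reads may have been shared among Mup genes. The center of FGLR40 lay 5541 from that of FGL40 in the plane, 0.20 of the distance of FGL00, while the mice lay 2064 and 2167 from their own centers. The exact permutation p was 0.1, the smallest possible for 3 mice against 3. Without the 22 Mup genes the distance was 0.13 of that of FGL00 (exact p = 0.2) in the plane and 0.40 over all components (exact p = 0.1).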

Although the *Gulo*^*−/−*^ females that experienced a four-week depletion followed by a four-week 0.4% ascorbate treatment (FGLR40: open red squares) were close to *Gulo*^*−/−*^ females treated with 0.4% ascorbate since weaning (FGL40: closed red squares in Fig. 2A), they did not overlap with them. A similar result was observed for the *Gulo*^*−/−*^ males (MGLR40: open blue squares *versus* MGL40: closed blue squares). These observations indicate that the transcriptomic profiles of ascorbate-deficient *Gulo*^*−/−*^ mice were not fully re-established by a four-week treatment of 0.4% ascorbate in drinking water (rescue experiment) compared to *Gulo*^*−/−*^ mice treated with 0.4% ascorbate since weaning (i.e., that never experienced an ascorbate deficiency).

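In rescued males the Mup share was nearer to that of wild type males: it was 5.54 ± 0.672% of all TPM in MGLR40, 6.09 ± 2.21% in MWT00 and 10.1 ± 2.26% in MGL40 (n = 3 each). The center of MGLR40 lay 17044 from that of MGL40, 0.47 of the distance of MGL00 (exact permutation p = 0.1, the smallest possible), and that of MWT00 at 0.45 (exact p = 0.2). Without the Mup genes MGLR40 lay at 0.13 (exact p = 0.8) in the plane and at 0.55 over all components (exact p = 0.3). No Mup transcript passed the test between MGLR40 and MGL40 (*Mup20* 3819 ± 1602 TPM and 8497 ± 2778 TPM, log2 fold change -1.17, adjusted p = 0.610; *Mup3* log2 fold change -0.38, adjusted p = 0.835, by limma).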

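In rescued females 0 of 32 acute phase genes differed from FGL40 by limma, also adjusted over the list alone (median log2 fold change -0.03, camera, adjusted p = 0.124), while sterol synthesis and Mup transcripts were lower. *Saa1* had 67.0 ± 32.5 TPM in FGLR40 and 55.0 ± 16.5 TPM in FGL40 (log2 fold change 0.22, standard error 0.68, adjusted p = 0.905) and the glucuronosyltransferase *Ugt1a9* 101 ± 10.5 TPM and 104 ± 20.2 TPM (-0.04, standard error 0.39, adjusted p = 0.971). In contrast *Insig1*, a sensor of sterols, had 37.8 ± 6.89 TPM and 215 ± 64.9 TPM (log2 fold change -2.45, standard error 0.58, adjusted p = 0.0446), *Fdft1*, which makes squalene, 27.5 ± 1.88 TPM and 64.5 ± 15.8 TPM (log2 fold change -1.17, standard error 0.29, adjusted p = 0.0487), and *Nsdhl*, a later enzyme of the same path, 6.42 ± 0.695 TPM and 23.9 ± 8.23 TPM (log2 fold change -1.69, standard error 0.39, adjusted p = 0.0393). *Cyp4a14*, a fatty acid hydroxylase induced by PPARα, was higher in FGLR40 (3782 ± 362 TPM and 1089 ± 192 TPM, log2 fold change 1.80, standard error 0.34, adjusted p = 0.0249). Of 25 cholesterol synthesis genes 3 were lower in FGLR40 (22 adjusted over the list alone, camera, adjusted p = 3.9e-21, and adjusted p = 0.254 with an estimated correlation), of 19 Mup genes 5 (12 over the list alone, adjusted p = 4.8e-14, and adjusted p = 0.254 with an estimated correlation), and of 24 genes of the unfolded protein response 3 (13 over the list alone, adjusted p = 3.7e-11, and adjusted p = 0.254 with an estimated correlation), among them *Sdf2l1* (log2 fold change -1.74, adjusted p = 0.0339) and *Manf* (log2 fold change -1.12, adjusted p = 0.0463), both of the endoplasmic reticulum. The sterol transcripts of FWT00 were below those of FGL40 too (median log2 fold change -0.75, camera, adjusted p = 5.4e-17, and adjusted p = 0.30 with an estimated correlation).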

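In rescued males the median of the sterol synthesis transcripts also lay below that of MGL40. Of 25 cholesterol synthesis genes none passed over all genes and 13 were lower when adjusted over the list alone (median log2 fold change -0.74, camera, adjusted p = 1.8e-18, and adjusted p = 0.673 with an estimated correlation). *Saa1* had 32.0 ± 5.96 TPM in MGLR40 and 42.4 ± 4.25 TPM in MGL40 (log2 fold change -0.41, adjusted p = 0.939). In MWT00 5 of these 25 genes were lower than in MGL40 (23 over the list alone, camera, adjusted p = 1.7e-37, and adjusted p = 0.207 with an estimated correlation), *Nsdhl* among them (6.33 ± 2.72 TPM and 25.8 ± 9.65 TPM, log2 fold change -1.86, standard error 0.37, adjusted p = 0.0462). With limma, 92 genes differed between FGLR40 and FGL40 (45 higher, 47 lower; 78 after scaling, 19 higher and 59 lower) and 1 between MGLR40 and MGL40 (higher). The female count fell whichever mouse was left out, which also makes a group smaller, so it was unstable without resting on 1 mouse. It was 1 without FGLR40-2716, 50 without FGLR40-2717 and 9 without FGLR40-2718. It was 3 without FGL40-2694, 8 without FGL40-2695, which also carried pancreatic transcripts (1.24% of its TPM), and 3 without FGL40-2696. The male count was 0 without MGL40-2690, MGLR40-2828 or MGLR40-2829, 2 without MGL40-2691 or MGLR40-2831 and 5 without MGL40-2719. The paper concludes from its PCA that the expression profile was not entirely re-established.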

A comparable examination of the PCA for the proteomics data indicated that when we compared (1) the *Gulo*^*−/−*^ females treated with no ascorbate in drinking water for four weeks (FGL00: closed red circles), (2) the *Gulo*^*−/−*^ females treated with 0.4% ascorbate since weaning (FGL40: closed red squares), and (3) the *Gulo*^*−/−*^ females that experienced a four-week ascorbate depletion followed by a four-week 0.4% ascorbate treatment (FGLR40: open red squares), we observed an overlap between the proteomic profiles of the FGLR40 and FGL40 groups (Fig. 2C). A similar result was observed for the *Gulo*^*−/−*^ males (MGL00: closed blue circles; MGLR40: open blue squares; and MGL40: closed blue squares). These observations indicate that the proteomic profiles of ascorbate-deficient *Gulo*^*−/−*^ mice was re-established by a four-week treatment of 0.4% ascorbate in drinking water and was comparable to *Gulo*^*−/−*^ mice that never experienced an ascorbate deficiency.

Finally, in addition to a sexual dimorphism, the PCA results showed that ascorbate affects both the liver transcriptomic and proteomic profiles of *Gulo*^*−/−*^ mice.

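Across both sexes, the livers without ascorbate had more acute phase and ribosomal protein transcripts and fewer Mup and fatty acid synthesis transcripts than those with 0.4% ascorbate. Averaged over the sexes, 21 of 21 Mup genes fell (median log2 fold change -4.01, camera, adjusted p = 6.0e-34, and adjusted p = 0.0280 with an estimated correlation) and 17 of 21 male-biased genes (-1.47, adjusted p = 1.2e-15, and adjusted p = 0.0266 with an estimated correlation), an average that rests more on males (19 of 21 lower in MGL00, median log2 fold change -2.07, adjusted p = 7.7e-34, and adjusted p = 0.00655 with an estimated correlation) than on females, where the list did not pass (9 of 18 lower, -0.82, adjusted p = 0.0918). Of 32 acute phase genes 29 rose and 1 fell (1.25, adjusted p = 1.2e-21, and adjusted p = 0.0675 with an estimated correlation). All 44 ribosomal protein genes rose by little (0.38, adjusted p = 1.1e-26, and adjusted p = 0.143 with an estimated correlation), and 18 of 23 fatty acid synthesis genes fell (-0.78, adjusted p = 1.1e-11, and adjusted p = 0.0675 with an estimated correlation). Adjusted over the list alone, 21 Mup and 17 male-biased genes fell, 29 acute phase genes rose and 1 fell, 44 ribosomal protein genes rose and 19 fatty acid synthesis genes fell.

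**Figure D1:**
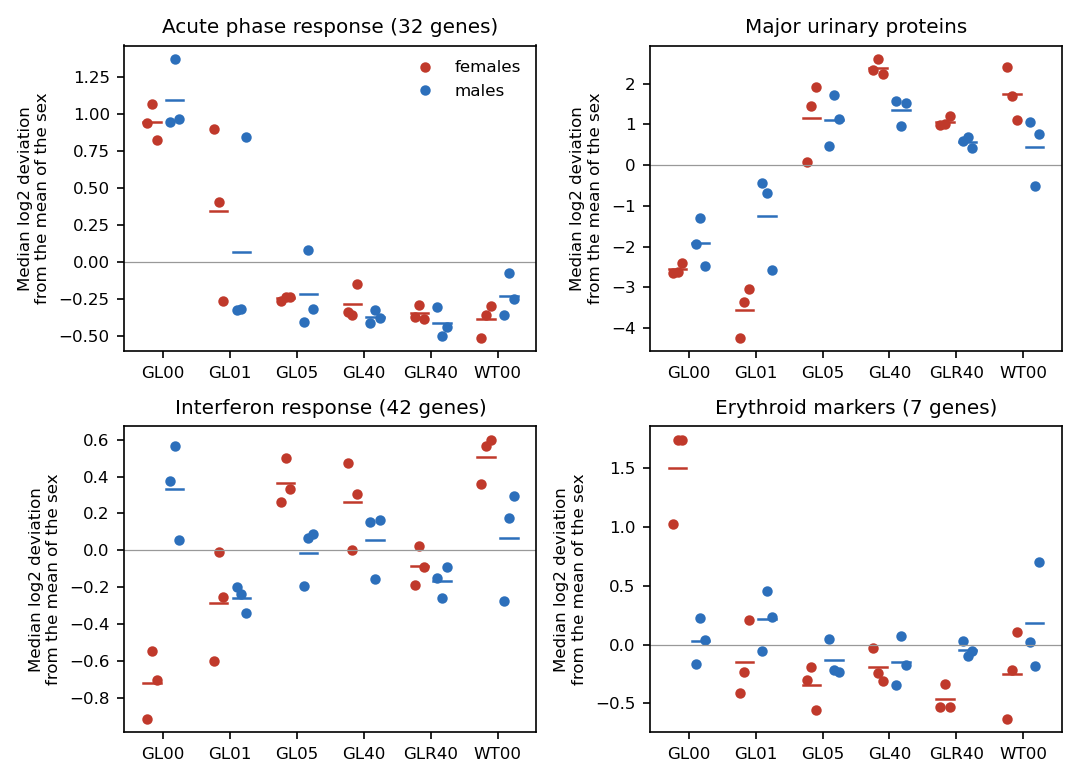
Acute phase, Mup, interferon response and erythroid genes in each liver, as the median log2 deviation from the mean of the sex, with points for the mice of each group (females red, males blue) and short bars for group means. Acute phase genes are high and Mup genes low in GL00 of both sexes, Mup genes are lower still in FGL01, and acute phase genes vary among the GL01 mice, while in females the erythroid genes of GL00 are above those of the other groups and the interferon genes are low in GL00 and in 1 mouse of GL01.

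With limma, 861 genes differed between GL00 and GL40 averaged over the sexes (447 higher, 414 lower). Between GLR40 and GL00, 1066 differed in females (722 higher, 344 lower) and 435 in males (185 higher, 250 lower). Between GL05 and GL40 of males 8 genes differed.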

### Identification of transcripts that showed significant correlations with ascorbate levels in female and male cohorts

We next identified the genes for which transcripts levels were significantly correlating positively or negatively with liver ascorbate levels. Since we observed a sexual dimorphism, we independently analyzed the transcriptomics results obtained from females and males. Statistical associations between transcript levels and liver ascorbate levels were determined by Spearman correlation analyses with a specific set of stringent criteria. First, we only considered the transcripts with a TPM value different from zero in at least 70% of the samples for each gene. As such, if we independently analyzed the female samples, there was a total of 18,050 transcripts with TPM values different than 0 in > 70% of the female individuals (for *N* = 18 females). If we considered only the male samples, there was a total of 17,661 transcripts with TPM values different than 0 in > 70% of the male individuals (for *N* = 18 males) (Additional file 5: Table S3). Secondly, we also focused on transcripts that were different with at least a two-fold change between ascorbate-deficient *Gulo*^*−/−*^ mice (FGL00 or MGL00) and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning (FGL40 or MGL40). Finally, Spearman correlation was considered significant with a *p*-value < 0.05 for *N* = 18 females or males. Based on these criteria, 950 transcripts (corresponding to ∼ 5.3% of total quantified transcripts) and 537 (∼ 3.0%) transcripts in females correlated positively and inversely with hepatic ascorbate levels, respectively (Fig. 3A). 

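Acute phase transcripts rose in females without ascorbate. *Saa1*, serum amyloid, rose to 3823 ± 2627 TPM from 55.0 ± 16.5 TPM in FGL40 (n = 3 each, log2 fold change 5.92, standard error 0.68, adjusted p = 7.5e-05), though its reads may have been shared with *Saa2*. The iron-chelator carrier *Lcn2* rose to 494 ± 94.7 TPM from 42.6 ± 12.7 TPM (log2 fold change 3.53, standard error 0.72, adjusted p = 0.00278), the hemoglobin-binding haptoglobin *Hp* to 7435 ± 1105 TPM from 2845 ± 146 TPM (log2 fold change 1.38, standard error 0.15, adjusted p = 4.5e-05) and the fibrinogen chain *Fga* to 6206 ± 765 TPM from 3322 ± 235 TPM (log2 fold change 0.90, standard error 0.23, adjusted p = 0.00968). Of 32 acute phase genes 26 rose and 2 fell (27 and 3 adjusted over the list alone, camera, adjusted p = 3.9e-15, and adjusted p = 0.103 with an estimated correlation), and of 25 complement genes 9 rose and 3 fell (10 and 3 over the list alone, adjusted p = 6.9e-05, and adjusted p = 0.103 with an estimated correlation). Transcripts of blood cells were higher too. All 7 erythroid markers rose (also over the list alone, camera, adjusted p = 1.2e-08, and adjusted p = 0.103 with an estimated correlation), *Hba-a1* of hemoglobin to 816 ± 229 TPM from 186 ± 27.2 TPM (log2 fold change 2.09, standard error 0.29, adjusted p = 1.9e-04), and 8 of 10 neutrophil markers (10 over the list alone, adjusted p = 4.3e-09, and adjusted p = 0.114 with an estimated correlation), *S100a8* to 22.3 ± 6.18 TPM from 4.07 ± 0.354 TPM (log2 fold change 2.16, standard error 0.44, adjusted p = 0.00244).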

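Many transcripts of drug and steroid metabolism fell in these female livers, and with them the Mups. *Cyp2f2*, a P450 of periportal hepatocytes, fell to 29.2 ± 14.3 TPM from 526 ± 2.53 TPM (log2 fold change -4.25, standard error 0.37, adjusted p = 1.0e-05), *Cyp17a1*, a steroid hydroxylase, to 30.5 ± 17.4 TPM from 189 ± 31.8 TPM (log2 fold change -2.71, standard error 0.36, adjusted p = 1.6e-04), and *Gsta2*, a glutathione transferase, to 9.46 ± 3.40 TPM from 52.6 ± 7.28 TPM (log2 fold change -2.41, standard error 0.26, adjusted p = 4.2e-05). *Cyp2e1*, the ethanol-oxidizing P450, rose to 8107 ± 698 TPM from 4829 ± 407 TPM (log2 fold change 0.75, standard error 0.11, adjusted p = 3.9e-04). Of 48 genes of P450 families 1 to 3, 23 fell and 5 rose (27 and 6 adjusted over the list alone, camera, adjusted p = 5.8e-05, and adjusted p = 0.244 with an estimated correlation). Of 35 glucuronosyl and sulfo transferases 23 fell and 1 rose (24 and 2 over the list alone, adjusted p = 9.8e-08, and adjusted p = 0.119 with an estimated correlation), and of 25 glutathione transferases 15 and 1 (15 and 2 over the list alone, adjusted p = 8.8e-06, and adjusted p = 0.208 with an estimated correlation). All 19 Mup genes tested fell (also over the list alone, camera, adjusted p = 8.2e-22, and adjusted p = 0.103 with an estimated correlation), *Mup22* to 435 ± 162 TPM from 18729.9 ± 3108 TPM (log2 fold change -5.47, standard error 0.68, adjusted p = 1.3e-04). Within P450 and Mup families reads may have been shared among paralogs, so the families are surer than their members.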

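Lipid synthesis and the interferon response fell as well in females. Of 23 fatty acid synthesis genes 16 fell and 0 rose (17 and 1 adjusted over the list alone, camera, adjusted p = 1.2e-08, and adjusted p = 0.171 with an estimated correlation), among them the synthase *Fasn* (16.1 ± 5.6 TPM from 108 ± 35.1 TPM, log2 fold change -2.66, standard error 0.45, adjusted p = 8.8e-04), the sugar-sensing regulator *Mlxipl* (95.3 ± 5.89 TPM from 228 ± 5.06 TPM, log2 fold change -1.25, standard error 0.12, adjusted p = 1.3e-05) and the pyruvate kinase *Pklr* (19.6 ± 2.55 TPM from 87.8 ± 19.9 TPM, log2 fold change -2.09, standard error 0.31, adjusted p = 2.9e-04). Of 42 interferon response genes 35 fell and 0 rose (36 and 0 over the list alone, adjusted p = 4.4e-16, and adjusted p = 0.159 with an estimated correlation), among them *Bst2*, which tethers virions (60.5 ± 3.59 TPM from 164 ± 25.3 TPM, log2 fold change -1.42, standard error 0.29, adjusted p = 0.00278), and the GTPase *Iigp1* (60.7 ± 7.17 TPM from 147 ± 21.4 TPM, log2 fold change -1.26, standard error 0.20, adjusted p = 5.9e-04). In the same livers the erythroid markers had a median log2 fold change of 1.98 and the neutrophil markers of 0.98. With limma, 1302 of 18050 genes differed between FGL00 and FGL40, 506 higher and 796 lower. The paper's Spearman correlation over 18 females gave 950 positive and 537 inverse transcripts, 508 and 243 with an adjusted p, and over the 12 females with high ascorbate alone 102 and 37, of which 59 and 19 were among the former. *Cyp2f2* had rho = 0.77 over all (permutation p = 3.5e-04), 0.29 within the 12 mice with high ascorbate (permutation p = 0.369) and 0.38 within the 6 with low ascorbate. Among the positive transcripts were *Cela1*, *Reg1* and *Klk1*, of the exocrine pancreas, named after their values were seen, whose level rests on FGL40-2695. Without this mouse 78 of the positive transcripts lose their 2-fold ratio, but others enter, and the count was 952, with 820 of the 950 kept. Leaving out FGL40-2694 or FGL40-2696 kept 826 and 815, so a loss of this size is not particular to FGL40-2695.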

In males, 259 transcripts (corresponding to ∼ 1.5% of total quantified transcripts) and 270 (∼ 1.5%) transcripts correlated positively and inversely with hepatic ascorbate levels, respectively (Fig. 3A). 

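Acute phase transcripts rose and male-biased transcripts fell in males without ascorbate. *Fgl1* rose to 1802 ± 352 TPM from 159.8 ± 40.8 TPM in MGL40 (n = 3 each, log2 fold change 3.50, standard error 0.50, adjusted p = 8.0e-04), *Lcn2* to 114 ± 47.9 TPM from 3.69 ± 1.68 TPM (log2 fold change 4.58, standard error 0.96, adjusted p = 0.00765) and the complement factor *C3* to 4726 ± 119 TPM from 2127 ± 27.6 TPM (log2 fold change 1.15, standard error 0.17, adjusted p = 7.3e-04). *Hsd3b5*, a steroid reductase of male liver, fell to 0.619 ± 0.445 TPM from 131 ± 95.3 TPM (log2 fold change -6.11, standard error 0.89, adjusted p = 9.0e-04), *Gstp1*, a glutathione transferase, to 734 ± 164 TPM from 4145 ± 699.5 TPM (log2 fold change -2.51, standard error 0.26, adjusted p = 6.3e-05), and the fatty acid desaturase *Scd1* to 70.3 ± 63.2 TPM from 1536 ± 1209.8 TPM (log2 fold change -4.90, standard error 0.91, adjusted p = 0.00394). *Cux2*, a repressor of female liver that lowers male genes, rose to 28.6 ± 8.44 TPM from 5.50 ± 2.37 TPM (log2 fold change 2.21, standard error 0.29, adjusted p = 3.6e-04), and the prolactin receptor *Prlr* to 133 ± 19.0 TPM from 43.5 ± 14.0 TPM (log2 fold change 1.63, standard error 0.18, adjusted p = 1.0e-04). Of 21 male-biased genes 19 fell and 0 rose (19 and 0 adjusted over the list alone, camera, adjusted p = 7.7e-34, and adjusted p = 0.00655 with an estimated correlation), and of 21 Mup genes 20 fell (20 over the list alone, adjusted p = 8.2e-31, and adjusted p = 0.103 with an estimated correlation). Of 32 acute phase genes 31 rose and 0 fell (31 and 0 over the list alone, adjusted p = 4.5e-20, and adjusted p = 0.188 with an estimated correlation).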

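Many glucocorticoid targets and macrophage transcripts rose in males by single-gene tests, while the glucocorticoid and Kupffer cell lists did not pass with an estimated correlation. Of 17 glucocorticoid response genes 11 rose (12 adjusted over the list alone, camera, adjusted p = 4.9e-07, and adjusted p = 0.324 with an estimated correlation), among them the kinase inhibitor *Errfi1* (878 ± 45.1 TPM from 408 ± 31.3 TPM, log2 fold change 1.11, standard error 0.14, adjusted p = 3.3e-04) and the glucocorticoid-induced leucine zipper *Tsc22d3* (83.4 ± 4.36 TPM from 35.7 ± 10.0 TPM, log2 fold change 1.24, standard error 0.22, adjusted p = 0.00250). Of 16 p53 targets 8 rose, the cell cycle inhibitor *Cdkn1a* to 59.6 ± 17.1 TPM from 7.12 ± 1.98 TPM (log2 fold change 2.89, standard error 0.49, adjusted p = 0.00230; camera, adjusted p = 0.00506, and adjusted p = 0.188 with an estimated correlation; 8 over the list alone). Of 12 Kupffer cell markers 8 rose (12 over the list alone, adjusted p = 4.8e-06, and adjusted p = 0.389 with an estimated correlation) and of 9 monocyte markers 7. On the adjusted p alone 1740 of all 17661 genes rose and 432 fell, so rises outnumbered falls over all genes too. The counts of these lists after scaling are not reported here. Of 23 fatty acid synthesis genes 8 fell and 2 rose (12 and 3 over the list alone, adjusted p = 4.6e-08, and adjusted p = 0.188 with an estimated correlation). With limma, 583 of 17661 genes differed between MGL00 and MGL40, 373 higher and 210 lower; scaling gave 494, 237 higher and 257 lower, and leaving out MGL40-2690 gave 372. The paper's Spearman correlation over 18 males gave 254 positive and 271 inverse transcripts, 33 and 30 with an adjusted p, 305 and 218 after scaling, and within the 12 males with high ascorbate 74 and 32, of which 16 and 10 were among the former. *Hsd3b5* had rho = 0.59 over all males, -0.26 within the 12 with high ascorbate and -0.20 within the 6 with low ascorbate.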

The complete lists of these transcripts are presented in the Additional file 10: Table S8 for females and males. These results indicated that more transcripts were affected by hepatic ascorbate in females than in males. 

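The interferon response, the sex-biased genes and the blood cell transcripts of GL00 moved differently in the sexes. Of 42 interferon response genes 36 fell more, or rose less, in females than in males (39 adjusted over the list alone, camera, adjusted p = 2.0e-19, and adjusted p = 0.119 with an estimated correlation): *Mx1*, an antiviral GTPase, had log2 fold changes of 0.05 in females and 1.24 in males (interaction -1.19, standard error 0.32, adjusted p = 0.0124). Of 33 female-biased genes 23 fell more in females (adjusted p = 6.3e-14, and adjusted p = 0.0249 with an estimated correlation), as *Cyp17a1* (interaction -3.00, standard error 0.58, adjusted p = 0.00101), and 11 of 21 male-biased genes fell more in males (adjusted p = 1.6e-21, and adjusted p = 0.00374 with an estimated correlation), as *Elovl3* (interaction 3.62, standard error 0.59, adjusted p = 1.9e-04). A gene that is low in 1 sex, as *Elovl3* in females, has little room to fall there on log2(TPM + 1). The sex bias alone can thus give such interactions, and these tests cannot part it from a different response. All 7 erythroid markers (*Hbb-b1*, interaction 1.46, standard error 0.45, adjusted p = 0.0316) and 5 of 12 neutrophil markers rose more in females (camera, adjusted p = 2.6e-10 and 7.6e-10, and adjusted p = 0.00990 and 0.0472 with an estimated correlation). The acute phase and Mup lists had no interaction by camera (adjusted p = 0.288 and 0.443), with 6 and 6 single genes lower and 0 and 3 higher. With limma, the interaction was past the test for 909 genes, 202 with a positive and 707 with a negative sign, and for 704 after scaling (304 positive, 400 negative). Of 17375 genes tested in both sexes, more correlated with ascorbate in females, by 382 after centering each sex (583 and 201), where 100 shuffles of sex labels reached at most 321. The paper concludes that ascorbate affected more transcripts in females than in males.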

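The sexes shared transcripts of the acute phase, Mups and a carrier of citrate. *C4b* of complement and *Stat3*, the mediator of interleukin 6 signals, correlated inversely in both, and *Slc13a2* and the Mup gene *Mup15* correlated positively in both (*Slc13a2*, rho = 0.72 in females and 0.77 in males; *Mup15*, 0.69 and 0.54). *Mup15* fell to 15.1 ± 14.4 TPM from 1975 ± 1087 TPM in males (n = 3 each, log2 fold change -7.19, standard error 1.35, adjusted p = 0.00423), and to 0.236 ± 0.323 TPM from 1063 ± 189 TPM in females (log2 fold change -9.77, standard error 1.01, adjusted p = 3.6e-05). By the paper's Spearman correlation, 106 transcripts were positive and 62 inverse in both sexes among 17375 tested in both, where 12.2 and 7.66 would be shared if the sexes were independent (hypergeometric p = 2.6e-73 and 1.1e-38), and 7 and 4 had opposite signs. These p-values take genes as independent draws and overstate the evidence where genes move together. With the mice of each sex permuted, at most 6 and 3 were shared. With an adjusted p 15 and 3 were shared. Within the 12 mice of each sex with high ascorbate 0 and 0 were shared, where *Mup15* had rho = 0.14 in females and -0.47 in males, and without the criterion of 2-fold 592 and 555 over all 18.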

Note that despite this observed sexual dimorphism, the Fig. 3B shows that 108 and 62 liver transcripts in both females and males correlated positively and inversely with hepatic ascorbate levels, respectively. The Additional file 11: Table S9 provides a list of such commonly altered transcripts.

**Fig. 3:**
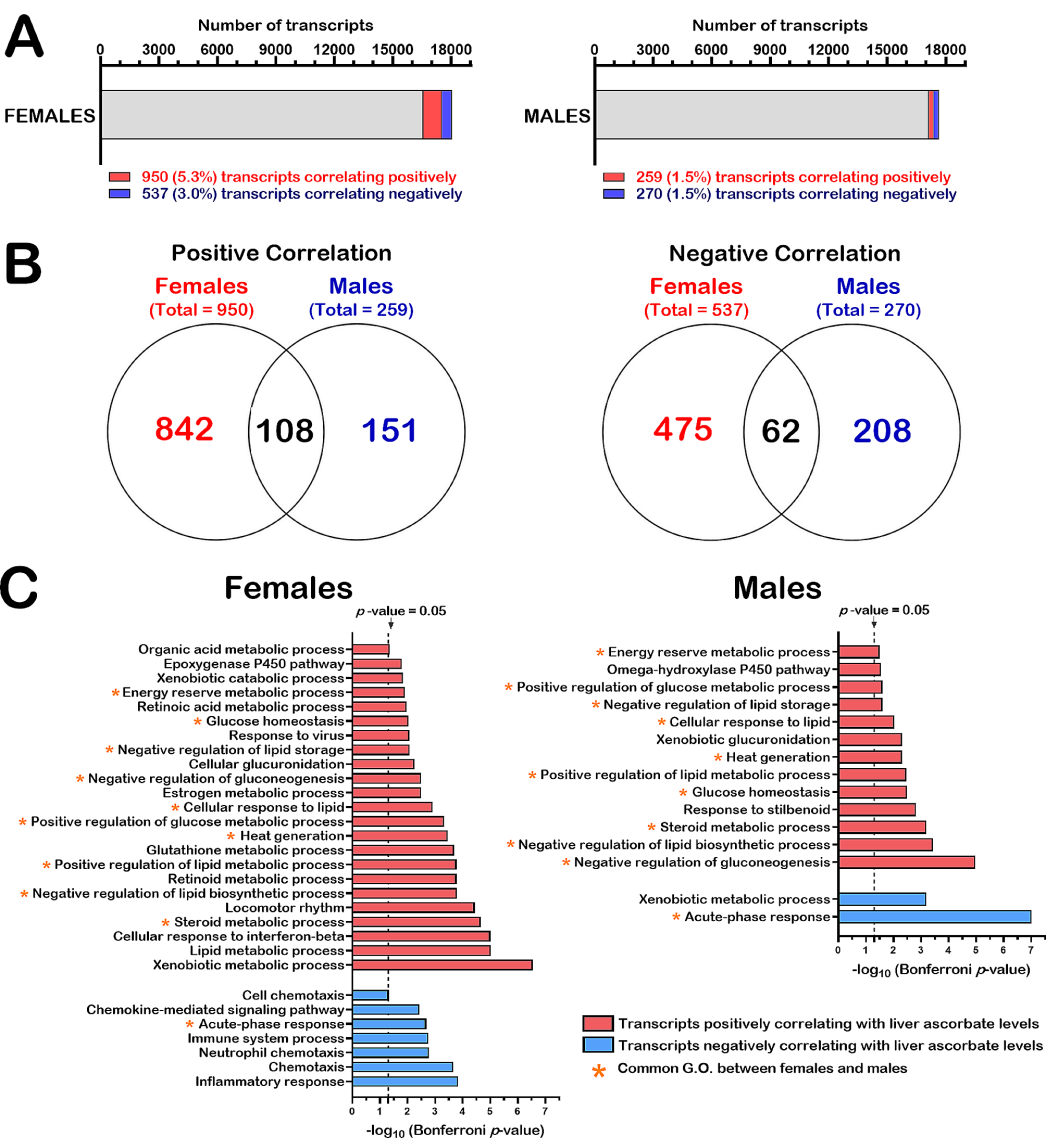
Liver transcripts correlating with hepatic ascorbate levels in females and males. (**A**) Graphs indicating the number and percentage of transcripts that correlated positively or negatively with hepatic ascorbate levels among the total number of identified and quantified transcripts in females (18,050 transcripts) and males (17,661 transcripts). (**B**) Venn diagrams showing the number of transcripts that correlated positively and negatively with liver ascorbate levels and the number of transcripts that were common among females and males. (**C**) Graphs showing biological processes with transcripts that significantly correlated positively or negatively with liver ascorbate levels in females and males. Asterisks indicate the processes that are common in both females and males

We next determined which biological processes were enriched using the list of transcripts that correlated significantly with hepatic ascorbate in females and then in males (Fig. 3C, Bonferroni *p*-value < 0.05). Gene ontology analysis confirmed that more biological processes were affected by ascorbate levels in females (30 functional modules) than in males (15 modules). 

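In females the processes of Table S10 hold drug metabolism on the positive side and inflammation on the inverse side. Of its 22 genes of xenobiotic metabolism 20 were lower in FGL00 than in FGL40 (limma), of 54 of lipid metabolism 46 (53 tested), of 23 of steroid metabolism 21, of 16 of glutathione metabolism 15 and of 10 of retinoid metabolism 10. *Aldh1a1*, a retinal dehydrogenase, had 214 ± 22.4 TPM in FGL00 and 710.0 ± 216 TPM in FGL40 (n = 3 each, log2 fold change -1.69, standard error 0.30, adjusted p = 0.00116). Of its 28 genes of the inflammatory response 24 were higher in FGL00, and of 16 of chemotaxis 15. Of its 17 genes of the cellular response to interferon-beta 14 were lower in females, while of the 16 of these tested in males 1 was higher and 0 lower. The lists were drawn in the paper from correlations in these mice, so the counts in females are not independent evidence. Transcripts of neutrophils were higher in the same livers (*Ngp*, a granule protein, log2 fold change 2.28, standard error 0.12, adjusted p = 1.2e-07).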

Biological processes common in both females and males included the energy reserve metabolic process, glucose homeostasis, negative regulation of lipid storage, negative regulation of gluconeogenesis, cellular response to lipid, positive regulation of glucose metabolic process, heat generation, positive regulation of lipid metabolic process, negative regulation of lipid biosynthetic process, and steroid metabolic process for the transcripts that correlated positively with liver ascorbate levels. 

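Most processes with a positive correlation in both sexes hold Mup genes. In Table S10, 8 of the 10 common positive processes are at least 50% Mup genes in both sexes, and 5 of the 10 are made of Mup genes alone in both sexes, among them heat generation, energy reserve metabolic process and negative regulation of lipid storage. These are 8 Mup genes in females, all lower in FGL00 (median log2 fold change -5.64), and 5 in males, all lower in MGL00 (-3.50). *Mup3* fell to 78.3 ± 16.4 TPM from 2439 ± 476 TPM in females (n = 3 each, log2 fold change -4.95, standard error 0.66, adjusted p = 1.8e-04) and to 1749 ± 964 TPM from 10971 ± 905 TPM in males (log2 fold change -2.86, standard error 0.43, adjusted p = 9.8e-04). Beyond the Mups, the male list of the steroid metabolic process had 10 of 11 genes lower in MGL00. The lists were chosen on these mice, which is not independent evidence of their direction.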

The acute-phase response was the only common biochemical pathway that inversely correlated with hepatic ascorbate levels in both males and females (Fig. 3C). 

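The acute phase genes of Table S10 rose in each sex, 9 of 9 in females (median log2 fold change 1.48) and 10 of 10 in males (1.58). *Apcs*, serum amyloid P, rose to 1012 ± 316 TPM from 151 ± 37.5 TPM in females (n = 3 each, log2 fold change 2.71, standard error 0.43, adjusted p = 5.7e-04) and to 524 ± 122 TPM from 65.6 ± 26.4 TPM in males (log2 fold change 3.04, standard error 0.53, adjusted p = 0.00286), and the heme carrier *Hpx* to 7724 ± 744 TPM from 2307 ± 103 TPM (log2 fold change 1.74, standard error 0.16, adjusted p = 1.3e-05) and 6589.8 ± 819 TPM from 2113 ± 49.2 TPM (log2 fold change 1.63, standard error 0.25, adjusted p = 9.8e-04). These genes were chosen by the study on the same mice, which is not independent evidence. The female livers also carried more erythroid transcripts (*Hbb-b1* 1957 ± 612 TPM from 479.7 ± 67.3 TPM, adjusted p = 3.3e-04), and *Hbb-b1* did not pass in males (log2 fold change 0.52, adjusted p = 0.302).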

The Additional file 12: Table S10 provides a list of transcripts associated to these different biological processes.

### Identification of proteins for which LFQ intensities showed significant correlations with ascorbate levels in female and male cohorts

As for the transcriptomic data, females and males were separated into two different groups (of 18 animals each) for the Spearman correlation analyses. We thus searched in our lists of 3,414 identified proteins from all the liver samples, the number of proteins that were quantifiable in females and males separately. If only the female groups were considered, 2,900 proteins with at least two peptides were quantifiable. If only the male groups were considered, 2,821 proteins with at least two peptides were quantifiable (Additional file 13: Table S11). Statistical associations between LFQ intensities of the quantified proteins and the liver ascorbate levels were determined by Spearman correlation analyses with a specific set of stringent criteria. First, we only considered the proteins with at least 70% of valid values in the cohorts of females or males. Thus, a total of 2,758 and 2,648 proteins in females and males, respectively, passed this first criterion (Fig. 4A). Secondly, proteins with at least a two-fold change between the ascorbate-deficient mice and 0.4% ascorbate treated *Gulo*^*−/−*^ mice since weaning were specifically selected for the Spearman analysis. Finally, Spearman correlation was considered significant with a *p*-value < 0.05 for *N* = 18 females or males. Based on these criteria, 97 proteins (corresponding to ∼ 3.5% of proteins) and 35 (∼ 1.3%) proteins in females correlated positively and inversely with hepatic ascorbate levels, respectively (Fig. 4A). In males, 23 (corresponding to ∼ 0.9% of proteins) and 27 (∼ 1.0%) proteins correlated positively and inversely with hepatic ascorbate levels, respectively (Fig. 4A). The lists of these proteins are presented in the Additional file 14: Table S12 for females and males. These results indicated that more proteins were correlating with liver ascorbate in females than in males. Nevertheless, the Fig. 4B also reveals that eighteen and five liver proteins in both females and males correlated positively and inversely with hepatic ascorbate levels, respectively. These proteins are listed in Table 1.

**Fig. 4:**
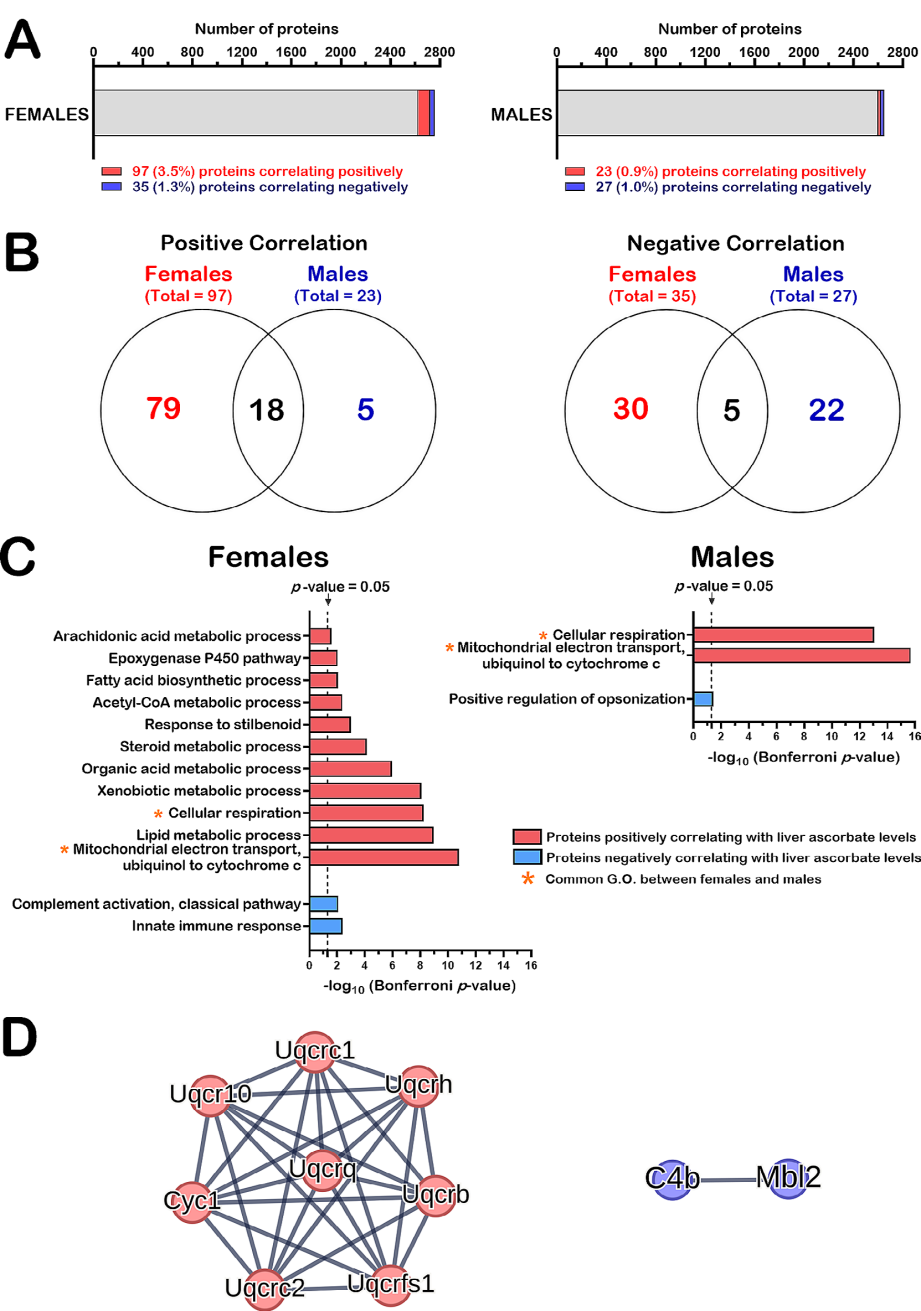
Liver proteins correlating with hepatic ascorbate levels in females and males. (**A**) Graphs indicating the number and percentage of proteins that correlated positively or negatively with hepatic ascorbate levels among the total number of identified and quantified proteins in females (2,900 proteins) and males (2,821 proteins). (**B**) Venn diagrams showing the number of proteins that correlated positively and negatively with liver ascorbate levels and that were common among females and males. (**C**) Graphs showing the biological processes of sets of proteins significantly correlating positively or negatively with liver ascorbate levels in females and males. (**D**) Protein-protein interaction networks of common proteins in females and males correlating positively (panel on the left, GO:0005750 mitochondrial complex III of the electron transport chain with a false discovery rate = 4.01 × 10^− 18^) or negatively with liver ascorbate levels using STRING (panel on the right, MMU-166,663 initial triggering of complement with a false discovery rate = 0.0194)

**Table 1:** Proteins correlating with ascorbate levels in both females and males

Symbol	*rho* for females	*rho* for males
Fth1	0.76200	0.70108
Ftl1	0.73929	0.72690
Uqcrfs1	0.72211	0.72262
Slco1a1	0.71333	0.57202
Cyp2f2	0.71038	0.62087
Uqcrq	0.70934	0.69592
Cyc1	0.69421	0.74445
Uqcrc2	0.68905	0.76097
Nudt7	0.68766	0.49148
Fasn	0.68388	0.47521
Uqcrc1	0.66495	0.68388
Uqcr10	0.65462	0.76820
Ttc39c	0.64533	0.63430
Pklr	0.63326	0.61332
Mup3	0.62158	0.66288
Uqcrb	0.58028	0.72483
Cyp4a12a	0.56582	0.70212
Uqcrh	0.53278	0.63500
C4b	-0.49587	-0.66632
Hist1h1b	-0.55756	-0.49871
Stat3	-0.59607	-0.53795
Mbl2	-0.79608	-0.67011
Cdo1	-0.81612	-0.79608

We next determined which biological processes were enriched using the list of proteins that correlated significantly with hepatic ascorbate in females or males (Fig. 4C, Bonferroni *p*-value < 0.05). Gene ontology analysis confirmed that more biological processes were affected by ascorbate levels in females (13 functional modules) than in males (3 modules). Biological processes common in both females and males included cellular respiration and mitochondrial electron transport from ubiquinol to cytochrome c (Fig. 4C). The Additional file 15: Table S13 provides a list of proteins associated to these different biological processes.

To further highlight the functional links between the proteins that negatively and positively correlated with liver ascorbate levels in both females and males (Table 1), we used STRING (Search Tool for the Retrieval of Interacting Genes) [47]. Two of the five proteins that correlated inversely with liver ascorbate levels (C4b and Mbl2) were functionally linked to complement activation with a false discovery rate of 0.0194 (Fig. 4D, panel on the right). Eight of the 18 proteins that correlated positively with ascorbate levels in both females and males were functionally linked as they are part of the mitochondrial complex III of the electron transport chain and included Uqcrh, Uqcrb, Uqcrc1, Uqcrc2, Uqcr10, Uqcrq, Uqcrfs1, and Cyc1 (Fig. 4D, panel on the left). Relevant to the liver functions, STRING analysis also indicated that nine proteins correlating positively with hepatic ascorbate levels are associated with non-alcoholic fatty liver disease (NAFLD) with a false discovery rate of 5.81 × 10^− 13^. These proteins included the same subunits of the mitochondrial complex III of the electron transport chain mentioned above and the liver form of the enzyme pyruvate kinase (Pklr).

### Combined transcriptomic and proteomic analysis

To determine whether ascorbate modulated protein abundance at the transcriptional or post-transcriptional level in the whole liver of our mouse cohorts, nine-quadrant scatter plots were created with the Spearman’s *rho* values of the proteins and transcripts (Fig. 5). We first generated a list of identified proteins that had a corresponding transcript with quantifiable information in females or males. Note that only transcripts and proteins with more than 70% valid values were considered. A total of 2,607 and 2,496 proteins had a corresponding transcript in females and males, respectively (Additional file 16: Table S14). The scatter plots were divided into nine quadrants with the x and y axes representing the Spearman correlation *rho* values for the proteins and the transcripts, respectively. The Spearman *rho* values with *p*-values < 0.05 were set to screen out the transcripts and proteins that did not significantly correlated with hepatic ascorbate levels. The dashed lines on the x and y axes indicated the significance thresholds at the protein and transcript levels, respectively. The genes in quadrant 5 for both females (Fig. 5A) and males (Fig. 5B) were not significantly correlating with hepatic ascorbate at both the transcript and protein levels. The quadrants 2 and 8 showed genes that significantly correlated with hepatic ascorbate at their transcript level while they did not significantly correlate with hepatic ascorbate at their protein level. Ascorbate may modulate the genes included in quadrant 2 and 8 at the transcriptional level or may impact on the stability of their transcripts, but the protein abundance of each of these genes was not reflected by such modulations in the whole liver lysates. Genes in quadrant 3 showed a significant positive correlation with ascorbate at both transcript and protein levels while genes in quadrant 7 were significantly negatively correlating with ascorbate at both transcript and protein levels. Thus, synchronous changes in transcription and protein levels for genes located in quadrants 3 and 7 in females (Fig. 5A) and males (Fig. 5B) were observed and may represent transcriptional regulation of protein levels by ascorbate. 

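Among the proteins with a transcript in the same direction were enzymes of drug metabolism and acute phase proteins. In females 65 of the 124 proteins of Table S12 with a measured transcript had one that correlated positively as the protein did, and 23 had one that correlated inversely as the protein did, the latter including *Hpx*, *Hp*, *C4b*, *Lrg1* and the heme oxygenase *Hmox1* (77.6 ± 25.7 TPM in FGL00 and 27.6 ± 1.41 TPM in FGL40, n = 3 each, log2 fold change 1.41, standard error 0.27, adjusted p = 0.00181). In males 9 of 49 were positive with their protein, among them *Cyp2f2* (219 ± 45.3 TPM and 919 ± 239 TPM, log2 fold change -2.05, standard error 0.22, adjusted p = 8.4e-05), *Cyp4a12a* (19.0 ± 4.28 TPM and 165 ± 16.5 TPM, log2 fold change -3.07, standard error 0.43, adjusted p = 6.0e-04) and *Nudt7*, a peroxisomal coenzyme A hydrolase (81.7 ± 8.85 TPM and 317 ± 205 TPM, log2 fold change -1.77, standard error 0.38, adjusted p = 0.00856), and 9 were inverse. The proteins were chosen in the study on these mice, which is not independent evidence. Without the ratio of 2, the call of a transcript rests on rho alone (above 0.469 or below -0.469), which mostly sets GL00 and GL01 against the other groups: *Cyp4a12a* of males had rho = 0.71 over 18 mice (permutation p = 0.00152) and 0.46 within the 12 with high ascorbate.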

The quadrants 4 and 6 showed genes that significantly correlated with hepatic ascorbate at their protein level while they did not significantly correlate with hepatic ascorbate at their transcript level. The quadrants 1 and 9 showed genes that significantly correlated with hepatic ascorbate at both transcript and protein level but in an opposite direction. For example, proteins in quadrant 1 correlated negatively with ascorbate levels while their corresponding transcripts correlated positively. Thus, the proteins located in quadrants 1, 4, 6, and 9 likely represented proteins which abundance was potentially modulated by ascorbate at a post-transcriptional level in females (Fig. 5A) and males (Fig. 5B).

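Proteins without a matching transcript included most of the respiratory complex III subunits, the ferritin heavy chain and, in males, enzymes of fatty acid and sugar metabolism. In females 24 positive proteins had a transcript without a correlation, among them the ferritin heavy chain *Fth1* (log2 fold change -0.11, adjusted p = 0.287, FGL00 against FGL40, n = 3 each) and 7 subunits of complex III, and 3 (*Agpat2*, *Ttc39c* and *Uqcrq*) had a transcript that correlated inversely. Of the inverse proteins of females 9 had a transcript without a correlation. In males 14 positive proteins had a transcript without a correlation, among them *Fasn* (rho = 0.06, permutation p = 0.816) and *Pklr* (0.43, p = 0.0800), and 14 inverse proteins did so too, among them *C3* (-0.44), and 3 inverse proteins (*Cd1d1*, *Acp5* and *Mcu*) had a transcript with a positive correlation. *Agpat2*, *Cd1d1*, *Acp5* and *Mcu* are named after their values were seen, as members of so small a count. In the comparison of GL00 with GL40, which uses 6 mice, *C3* did pass in males, as higher in MGL00 (log2 fold change 1.15, standard error 0.17, adjusted p = 7.3e-04), and so did *Fasn*, as lower (32.2 ± 14.9 TPM and 68.2 ± 19.5 TPM, log2 fold change -1.13, standard error 0.32, adjusted p = 0.0304). A transcript that misses the threshold of rho may still follow its protein. The paper proposes that these proteins are regulated after transcription.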

**Fig. 5:**
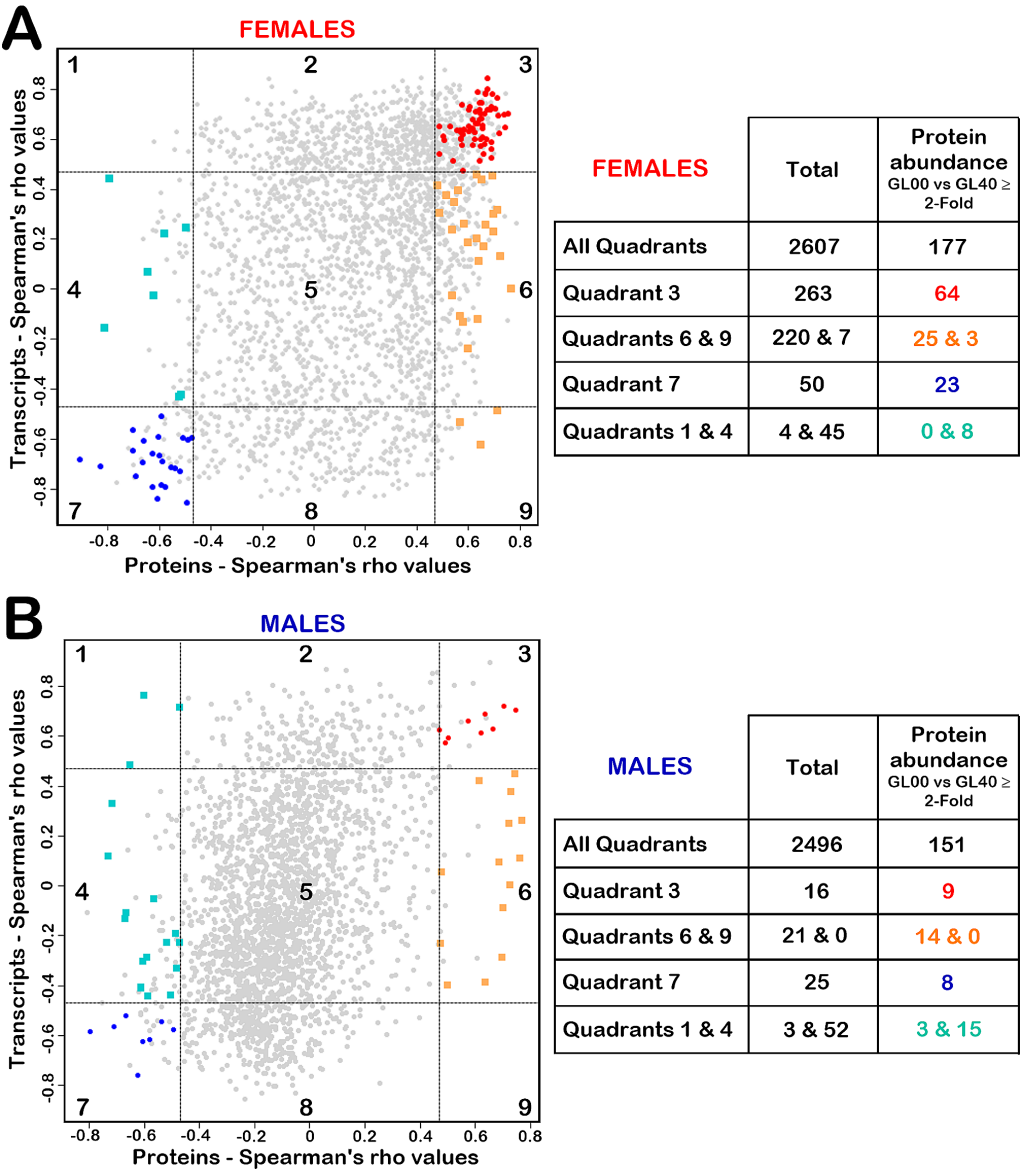
Nine-quadrant diagrams of transcriptome and proteome Spearman correlation analysis in females (**A**) or males (**B**). The scatter plots, on the left panels, are divided into nine quadrants with the x and y axes representing the Spearman *rho* values for the proteins and the transcripts, respectively, using the significance thresholds (dashed lines on the x and y axes at the *rho* values equal to 0.46876 or -0.46876). The quadrant numbers are included in each rectangle in black on the scatter plots. Genes that exhibited at least a two-fold abundance difference, at their protein level, between GL00 and GL40, were represented by red circles in quadrant 3, blue circles in quadrant 7, turquoise squares in quadrants 1 and 4, and orange squares in quadrants 6 and 9. The number of proteins in each quadrant are shown in the tables on the right of the scatter plots for the females (**A**) and males (**B**)

To determine which biological processes were enriched using the list of proteins that showed transcriptional or post-transcriptional modulations by ascorbate levels, we focused on the proteins that exhibited at least a two-fold abundance difference between ascorbate-deficient *Gulo*^*−/−*^ mice (FGL00 and MGL00) and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning (FGL40 and MGL40). Such proteins were represented by red circles in quadrant 3, blue circles in quadrant 7, turquoise squares in quadrants 1 and 4, orange squares in quadrants 6 and 9. The number of proteins in each quadrant are shown in the tables on the right of the scatter plots for the females (Fig. 5A) and males (Fig. 5B). The lists of all the proteins in the nine-quadrant plots are presented in the Additional file 16: Table S14 for females and males. As indicated in Table 2, seven biological processes were positively regulated by ascorbate in females. These biological processes were composed of genes for which both their transcripts and proteins significantly correlated positively with ascorbate levels (quadrant 3). In addition, two biological processes were inversely regulated by ascorbate in females. Such biological processes were composed of genes for which both their transcripts and proteins significantly correlated negatively with ascorbate levels (quadrant 7). In contrast, no biological process was significantly enriched in males as there were much fewer genes that had both their transcripts and proteins correlating with whole liver ascorbate levels compared to females (quadrants 3 and 7 in Fig. 5A and B).

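All 7 processes held transcripts that fell in females without ascorbate. For the genes that Table 2 lists, 16 of 17 of lipid metabolism were lower in FGL00 than in FGL40 (median log2 fold change -1.32), 8 of 9 of xenobiotic metabolism (-1.61), 7 of 7 of steroid metabolism (-1.99), 6 of 7 of organic acid metabolism (-1.02), 5 of 6 of fatty acid biosynthesis (-1.01), and 4 of 4 of acetyl-CoA (-1.08) and of the response to stilbenoid (-3.11). *Acly*, which makes cytosolic acetyl-CoA, fell to 30.5 ± 5.83 TPM from 59.2 ± 6.90 TPM (n = 3 each, log2 fold change -0.94, standard error 0.18, adjusted p = 0.00180), *Akr1c14*, a hydroxysteroid dehydrogenase, to 54.2 ± 8.31 TPM from 218 ± 24.4 TPM (log2 fold change -1.99, standard error 0.27, adjusted p = 1.7e-04), and *Ugt2b5*, a glucuronosyltransferase, to 215 ± 35.6 TPM from 567 ± 57.8 TPM (log2 fold change -1.40, standard error 0.27, adjusted p = 0.00157). The counts are of limma, adjusted p alone; the genes were chosen in the study on these mice, which is not independent evidence. Reads of the Ugt and Cyp genes among them may be shared.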

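The inflammatory genes rose with the acute phase. Of the 6 that Table 2 lists, 6 were higher in FGL00 than in FGL40 (limma, median log2 fold change 1.70), among them *Chil3*, a chitinase-like protein of neutrophils and macrophages (6.16 ± 3.14 TPM and 0.386 ± 0.202 TPM, n = 3 each, log2 fold change 2.29, standard error 0.59, adjusted p = 0.0108), and *S100a9* (36.8 ± 14.2 TPM and 7.22 ± 0.493 TPM, log2 fold change 2.12, standard error 0.36, adjusted p = 7.5e-04). Of the 7 genes of innate immunity 4 were higher (1.17), *Pld4*, a nuclease of myeloid cells, among them (20.7 ± 6.27 TPM and 11.5 ± 0.803 TPM, log2 fold change 0.76, standard error 0.23, adjusted p = 0.0258), and 3 immunoglobulin genes did not pass. *Chil3*, *S100a8* and *S100a9* are transcripts of leukocytes rather than hepatocytes, and the neutrophil markers of these livers rose together. The genes were chosen in the study on these mice, which is not independent evidence.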

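In males fewer of these female genes passed the test: 7 of 17 of lipid metabolism, 3 of 6 of fatty acid biosynthesis, 2 of 4 of acetyl-CoA metabolism, 2 of 4 of the response to stilbenoid, 4 of 7 of steroid metabolism, 3 of 9 of xenobiotic metabolism and 2 of 7 of organic acid metabolism were lower in MGL00 than in MGL40 (limma), with 1 gene higher in each of the steroid, xenobiotic and organic acid lists, and 3 of 6 of the inflammatory response were higher. *Ugt2b1*, a glucuronosyltransferase, fell to 70.4 ± 19.0 TPM from 236 ± 30.2 TPM (n = 3 each, log2 fold change -1.76, standard error 0.21, adjusted p = 1.8e-04), while *Acly* had a log2 fold change of -0.19 (adjusted p = 0.248) and *Cyp17a1* of 0.29 (adjusted p = 0.715). The interaction of sex with deficiency was past the test for 3 of 17 of the lipid genes, 5 of 9 of the xenobiotic genes and 0 of 6 of the inflammatory genes (*Cyp2f2*, interaction -2.19, standard error 0.45, adjusted p = 0.00193). The lists come from females of this study, which is not independent evidence of a difference between the sexes.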

**Table 2:** Biological processes from proteins modulated by hepatic ascorbate levels during the transcriptional process or post-transcriptionally

**Biological processes**	Bonferroni *p*-value	Proteins
**Females**		
**Proteins at least modulated at the transcriptional level by ascorbate**		
**Positive regulation (quadrant 3)**		
Lipid metabolic process	4.18E-08	Abcd2, Acacb, Aacs, Acaca, Cyp17a1, Cyp39a1, Acly, Fads2, Ces2c, Sult1d1, Rdh11, Fasn, Aldh1a1, Sult2a8, Cept1, Ugt1a9, Mgll
Xenobiotic metabolic process	1.61E-07	Cyp2d10, Cyp2a4, Cyp2a12, Cyp2b10, Gsta2, Sult2a8, Fmo1, Cyp2f2, Cyp2d26
Organic acid metabolic process	2.56E-06	Cyp2d10, Cyp2a4, Cyp2a12, Cyp2b10, Fmo1, Cyp2f2, Cyp2d26
Fatty acid biosynthetic process	7.87E-04	Acly, Fads2, Fasn, Acacb, Acaca, Mgll
Acetyl-CoA metabolic process	8.66E-04	Acly, Fasn, Acacb, Acaca
Steroid metabolic process	9.71E-04	Cyp39a1, Ugt2b1, Cyp2b10, Akr1c14, Cyp3a44, Sult2a8, Cyp17a1
Response to stilbenoid	0.0108	Cyp2a4, Slco1a1, Gsta2, Mup3
**Negative regulation (quadrant 7)**		
Inflammatory response	0.0214	C4b, Stat3, Pld4, Chil3, S100a9, S100a8
Innate immune response	0.0314	C4b, Ighg2b, Ighg2c, Igkc, Pld4, S100a9, S100a8
**Proteins modulated at the post-transcriptional level by ascorbate**		
**Positive regulation (quadrants 6 & 9)**		
Mitochondrial electron transport ubiquinol to cytochrome c	9.56E-16	Uqcrb, Uqcrq, Uqcrc1, Uqcrfs1, Uqcr10, Uqcrc2, Cyc1, Uqcrh
Cellular respiration	3.65E-13	Uqcrb, Uqcrq, Uqcrc1, Uqcrfs1, Uqcr10, Uqcrc2, Cyc1, Uqcrh
**Negative regulation (quadrants 1 & 4)**		
No significant term		
**Males**		
**Proteins at least modulated at the transcriptional level by ascorbate**		
**Positive regulation (quadrant 3)**		
No significant term	-	-
**Negative regulation (quadrant 7)**		
No significant term	-	-
**Proteins modulated at the post-transcriptional level by ascorbate**		
**Positive regulation (quadrants 6 & 9)**		
Mitochondrial electron transport ubiquinol to cytochrome c	2.05E-18	Uqcrb, Uqcrq, Uqcrc1, Uqcrfs1, Uqcr10, Uqcrc2, Cyc1, Uqcrh
Cellular respiration	7.81E-16	Uqcrb, Uqcrq, Uqcrc1, Uqcrfs1, Uqcr10, Uqcrc2, Cyc1, Uqcrh
Metabolic process	0.0248	Pfkfb1, Casp7, Pklr, Fasn
**Negative regulation (quadrants 1 & 4)**		
Positive regulation of opsonization	0.0230	C3, C4b, Mbl2

Two-way ANOVA were performed on the whole data set to determine the influence of sex and ascorbate treatments on proteins abundances. Overall, 39 proteins were part of the biological processes identified from quadrants 3 and 7 in females (Table 2). Eight of these proteins were quantifiable only in females and thus a two-way ANOVA could not be performed. Twenty-four of these proteins were influenced by sex (with a *p*-value < 0.05). Twenty-eight proteins were influenced by ascorbate treatments. Nine proteins showed a significant interaction between sex and ascorbate treatments (Additional file 17: Table S15). Thus, the two-way ANOVA corroborated the identification of ascorbate dependent biological processes that were affected only in the females.

We next determined the biological processes associated with the sets of proteins that correlated with hepatic ascorbate levels unlike their corresponding transcripts in both females and males. Two biological pathways were enriched for proteins that correlated positively with ascorbate levels in the females (quadrants 6 and 9 in Table 2). Three biological processes were enriched for proteins that correlated positively with ascorbate levels in the males (Table 2). Two of these pathways were common between males and females and included mitochondrial electron transport from ubiquinol to cytochrome c and cellular respiration. Eight proteins were part of these biochemical pathways in both males and females and included Uqcrh, Uqcrb, Uqcrc1, Uqcrc2, Uqcr10, Uqcrq, Uqcrfs1, and Cyc1. Two-way ANOVA indicated that all these eight proteins were influenced by ascorbate treatments in both males and females (Additional file 17: Table S15). Uqcrq was the only protein influenced by sex. However, there was no interaction between sex and ascorbate treatment. Importantly, these eight proteins were the same uncovered by STRING analysis in Fig. 4D and are part of the mitochondrial complex III of the electron transport chain. Thus, the combined transcriptomic and proteomic analyses indicated that the protein levels of several subunits of the mitochondrial complex III decreased in ascorbate-deficient *Gulo*^*−/−*^ mice, despite no observable change of their corresponding transcripts. 

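The transcripts of complex III subunits fell little or not at all in mice without ascorbate. In females *Cyc1*, cytochrome c1, had 145 ± 6.91 TPM in FGL00 and 178 ± 1.88 TPM in FGL40 (n = 3 each, log2 fold change -0.30, 95% interval -0.49 to -0.10, adjusted p = 0.0273) and the core subunit *Uqcrc2* 125 ± 5.40 TPM and 149 ± 5.10 TPM (-0.25, 95% interval -0.39 to -0.10, adjusted p = 0.0150). In males *Uqcr10* had 316 ± 23.1 TPM in MGL00 and 379.5 ± 13.0 TPM in MGL40 (-0.27, 95% interval -0.44 to -0.09, adjusted p = 0.0493). The other 8 of the 10 complex III genes in females and 9 in males did not pass, among them the Rieske protein *Uqcrfs1* (log2 fold change -0.14, adjusted p = 0.161 in females and log2 fold change -0.02, adjusted p = 0.919 in males) and *Uqcrc1* (log2 fold change -0.17, adjusted p = 0.0816 and log2 fold change -0.02, adjusted p = 0.911). None changed 2-fold.

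**Figure D2:**
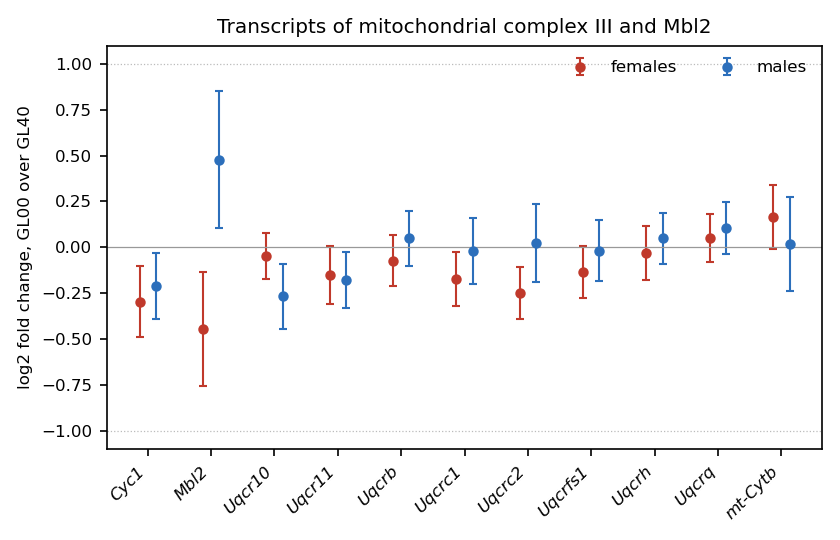
Log2 fold changes of GL00 over GL40 with 95% intervals for 10 genes of complex III and *Mbl2*, in females (red) and males (blue), with dotted lines at 2-fold. All intervals lie within 2-fold.

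As a list, complex III did not pass in females (camera, adjusted p = 0.133) or males (adjusted p = 0.0883), but after scaling it was lower in males (adjusted p = 5.2e-04, and adjusted p = 0.257 with an estimated correlation, a test chosen after seeing the data), with *Cyc1* past the test by limma (adjusted p = 0.00851). By the paper's Spearman correlation without the ratio of 2, over 18 females 2 of the 10 correlated, both inversely (*Uqcrq*, rho = -0.48, and the mitochondrial *mt-Cytb*, -0.65), and 0 of 10 in males. The limma calls within a sex were lost when some single mice were left out, which also makes a group smaller. The adjusted p of *Cyc1* in females was 0.0904 without FGL00-2788, 0.0681 without FGL00-2790, 0.0763 without FGL40-2694, 0.0660 without FGL40-2695, 0.0611 without FGL40-2696 and 0.0511 after scaling, and that of *Uqcrc2* 0.0611 without FGL00-2790 and 0.0615 without FGL40-2694. In males that of *Uqcr10* was 0.144 without MGL00-2783, 0.145 without MGL00-2784, 0.148 without MGL40-2690, 0.0776 without MGL40-2691 and 0.0904 without MGL40-2719.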

Finally, two-way ANOVA validated the influence of ascorbate on these eight proteins regardless of the sex of the mice.

No biological pathway was significantly enriched (with a Bonferroni *p*-value < 0.05) for proteins that correlated inversely with ascorbate levels in the females or males (quadrants 1 and 4). 

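*Mbl2*, a mannose-binding lectin of innate immunity, had a lower transcript in FGL00 than in FGL40 (387 ± 33.2 TPM and 527 ± 44.5 TPM, n = 3 each, log2 fold change -0.45, 95% interval -0.76 to -0.13, adjusted p = 0.0381), while in males its values were 429 ± 105 TPM and 305 ± 53.9 TPM (0.48, 95% interval 0.10 to 0.85, adjusted p = 0.0910). The interaction of sex with deficiency passed (-0.92, standard error 0.24, adjusted p = 0.0100, limma). Averaged over the sexes its log2 fold change was 0.02 (adjusted p = 0.948). Over 18 mice its rho with ascorbate was 0.45 in females (permutation p = 0.0632) and -0.13 in males (p = 0.612). The female call was lost without FGL00-2788, FGL00-2791, FGL40-2694 or FGL40-2696 (adjusted p = 0.121, 0.0893, 0.0954 and 0.124), and in males the adjusted p was 0.0324 without MGL00-2787.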

Mbl2 was the only protein common between males and females in quadrants 1 and 4 suggesting a post-transcriptional regulation of this protein by ascorbate.

### Quantitative RT-PCR analyses and immunoblotting of various mitochondrial complex III subunits

Since the combined transcriptomic and proteomic analyses indicated that the protein levels of several subunits of the mitochondrial complex III decreased in ascorbate-deficient *Gulo*^*−/−*^ mice despite no observable change of their corresponding transcripts, we first performed quantitative RT-PCR on total liver RNA to confirm that indeed no change was observed at the transcriptional level. 

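In the sequenced livers *Atp5o*, a subunit of ATP synthase, did not differ past the test between GL00 and GL40 in either sex. It had 206 ± 0.578 TPM in FGL00 and 209 ± 3.84 TPM in FGL40 (n = 3 each, log2 fold change -0.02, standard error 0.07, adjusted p = 0.894) and 220.4 ± 1.92 TPM in MGL00 and 219 ± 12.4 TPM in MGL40 (log2 fold change 0.01, standard error 0.08, adjusted p = 0.957). The values are of limma.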

Atp5o and Ubc were used as control housekeeping genes (no difference of expression between females or males GL00 and GL40 groups). The Additional file 18: Table S16 provides the primer sequences for the different genes analyzed. As indicated in Fig. 6A, there was no difference at the RNA level for Uqcrb, Uqcrc1, Uqcrc2, Uqcr10, Uqcrq, Uqcrfs1, and Cyc1 between ascorbate-deficient *Gulo*^*−/−*^ mice (GL00) and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate (GL40) with the combined male and female samples. 

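Averaged over the sexes, *Cyc1*, *Uqcr10* and *Uqcr11* of complex III were lower in GL00 than in GL40 by small amounts. *Cyc1* had a log2 fold change of -0.25 (95% interval -0.38 to -0.13, adjusted p = 0.00244, n = 6 against 6), *Uqcr10* of -0.16 (standard error 0.05, adjusted p = 0.0150) and *Uqcr11* of -0.16 (standard error 0.05, adjusted p = 0.0113), while *Uqcrb* had -0.01 and *Uqcrh* 0.01 (adjusted p = 0.877 and 0.903). Within the 6 mice with low ascorbate the rho of *Cyc1* was 0.90 in females (exact p = 0.0278) and 0.89 in males (exact p = 0.0333), against 0.30 and 0.44 over all 18. These 6 are the mice of GL00 and GL01, so this rho cannot be parted from a difference between the 2 regimens. The exact p are not adjusted, and the other subunits within these mice are not reported here. The calls of *Cyc1* and *Uqcr10* averaged over the sexes, by limma, held without any single mouse. The interaction of sex with deficiency passed for 0 of the 8 subunits of Table S12, and no subunit changed 2-fold.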

The RT-PCR results confirmed the transcriptomic data for these mice regarding these seven genes. Additional quantitative RT-PCR was done for seven genes on total RNA from ascorbate-deficient *Gulo*^*−/−*^ mice (GL00) and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning (GL40) to ensure that we were able to detect transcriptional alterations between both cohorts of mice. We selected seven transcripts that exhibited no significant abundance difference between males and females (no sexual dimorphism) and showed similar increase or decrease between GL00 and GL40 groups in both males and females. In agreement with the RNA-seq data, the quantitative RT-PCR analyses indicated that the Acacb, Slc13a2, and Ugt1a9 transcript levels were significantly down regulated in both the ascorbate-deficient *Gulo*^*−/−*^ females and males (GL00) compared to the 0.4% ascorbate treated *Gulo*^*−/−*^ females and males (GL40) (Fig. 6B). 

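The RNA-seq of these livers had the 3 transcripts falling in each sex. *Acacb*, which makes the malonyl-CoA that holds back fatty acid oxidation, fell to 4.70 ± 1.86 TPM from 10.7 ± 0.705 TPM in females (n = 3 each, log2 fold change -1.09, standard error 0.27, adjusted p = 0.00794) and to 3.34 ± 0.362 TPM from 7.64 ± 1.38 TPM in males (log2 fold change -0.98, standard error 0.23, adjusted p = 0.0112). *Slc13a2* fell to 0.252 ± 0.102 TPM from 3.25 ± 0.506 TPM (log2 fold change -1.76, standard error 0.22, adjusted p = 1.1e-04) and to 0.271 ± 0.121 TPM from 2.31 ± 1.06 TPM (log2 fold change -1.34, standard error 0.20, adjusted p = 9.3e-04), and *Ugt1a9* to 7.2 ± 2.44 TPM from 104 ± 20.2 TPM (log2 fold change -3.71, standard error 0.39, adjusted p = 3.7e-05) and to 14.3 ± 4.74 TPM from 58.7 ± 14.4 TPM (log2 fold change -1.98, standard error 0.50, adjusted p = 0.0188). *Ugt1a9* shares most of its exons with the other Ugt1a genes. In males its adjusted p by limma was 0.0544 without MGL00-2784, 0.0741 without MGL00-2787, 0.0588 without MGL40-2691 and 0.0562 without MGL40-2719. The genes were chosen in the study from these mice, which is not independent evidence.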

The C4b, Lrg1, Serpina3n, and Stat3 transcript levels were significantly up regulated in both the ascorbate-deficient *Gulo*^*−/−*^ females and males (GL00) compared to the 0.4% ascorbate treated *Gulo*^*−/−*^ females and males (GL40) (Fig. 6B).

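All 4 transcripts rose in each sex in the RNA-seq of these livers. *C4b* rose to 1035 ± 70.4 TPM from 428 ± 31.1 TPM in females (n = 3 each, log2 fold change 1.27, standard error 0.13, adjusted p = 2.6e-05) and to 1132 ± 149 TPM from 376 ± 11.7 TPM in males (log2 fold change 1.58, standard error 0.19, adjusted p = 2.0e-04), *Lrg1*, a secreted glycoprotein of the acute phase, to 1811 ± 324 TPM from 297 ± 41.8 TPM (log2 fold change 2.60, standard error 0.28, adjusted p = 3.6e-05) and to 1415 ± 379.8 TPM from 282 ± 58.2 TPM (log2 fold change 2.31, standard error 0.42, adjusted p = 0.00351), *Serpina3n*, a protease inhibitor, to 1155 ± 105 TPM from 246 ± 35.7 TPM (log2 fold change 2.23, standard error 0.33, adjusted p = 3.5e-04) and to 696 ± 186 TPM from 186 ± 37.9 TPM (log2 fold change 1.88, standard error 0.43, adjusted p = 0.0111), and *Stat3* to 124 ± 8.83 TPM from 57.9 ± 8.14 TPM (log2 fold change 1.09, standard error 0.17, adjusted p = 4.9e-04) and to 111 ± 9.54 TPM from 45.7 ± 3.00 TPM (log2 fold change 1.26, standard error 0.20, adjusted p = 0.00113). The interaction of sex with deficiency was past the test by limma for 0 of the 7 genes of the RT-PCR. Between the sexes, over all groups, *Serpina3n* (log2 fold change 0.49, adjusted p = 0.0158), *Stat3* (log2 fold change 0.23, adjusted p = 0.0181) and *Acacb* (log2 fold change 0.36, adjusted p = 0.00607) were higher in females, each by less than 2-fold. On the adjusted p alone, 7092 of all 18336 genes tested were higher in females. Chosen in the study from these mice, the genes are not independent evidence of their direction.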

**Fig. 6:**
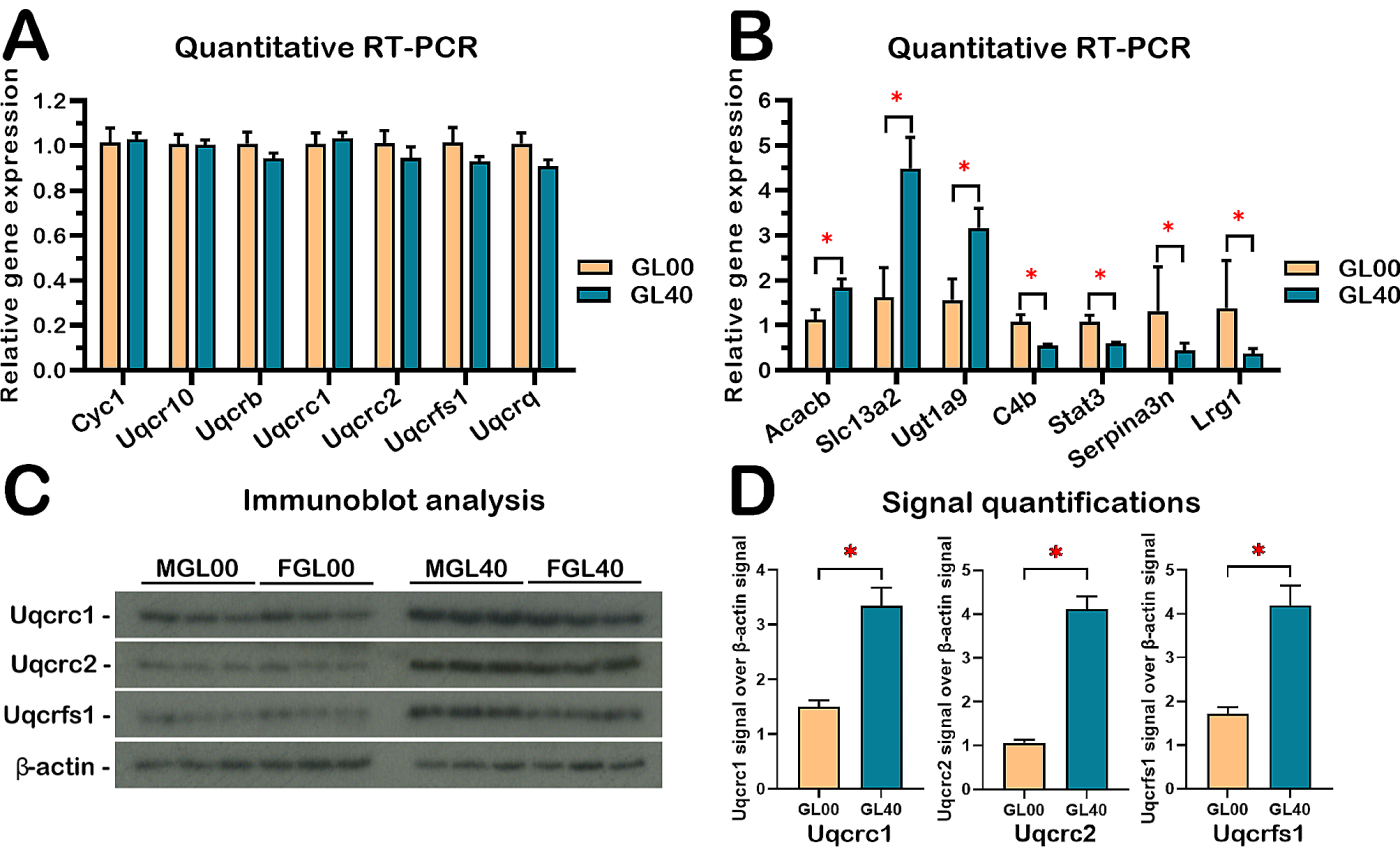
Quantitative RT-PCR analyses and immunoblotting in ascorbate-deficient *Gulo-/-* mice livers compared to *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning. (**A**) Graph showing the expression of seven mRNAs coding for mitochondrial complex III complex proteins by quantitative RT-PCR in the liver of both males and females. GL00 = ascorbate-deficient *Gulo*^*−/−*^ mice; GL40 = *Gulo*^*−/−*^ mice treated with 0.4% ascorbate since weaning (*N* = 4 for each RT-PCR experiment). (**B**) Graphs of quantitative RT-PCR analyses of the indicated gene transcripts correlating positively or negatively with liver ascorbate levels in *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning compared to ascorbate-deficient *Gulo*^*−/−*^ mice (*N* = 4 for each RT-PCR experiment) (*p-value < 0.05; Welch’s *t*-test). (**C**) Analyses of three different proteins from the mitochondrial complex III of the electron transfer chain complexes by western blots on whole liver lysates for *Gulo*^*−/−*^ males and females (*N* = 3 females (F) and 3 males (M) for each cohort). (**D**) Signal quantification of Uqcrc1, Uqcrc2, and Uqcrfs1 proteins over ß-actin signal from the immunoblot analysis in **C** (*N* = 6 animals in total per groups)

Western blots with appropriate antibodies against Uqcrc1, Uqcrc2, and Uqcrfs1 showed significant level differences between GL00 and GL40 in both females and males in the whole liver lysates as observed with the LFQ data (Fig. 6C and D). All these results confirmed that the difference in the protein levels of several subunits of the mitochondrial complex III was not due to a difference in their mRNA levels suggesting a post-transcriptional regulation by ascorbate in the liver of both females and males.

### Polysome profiling followed by targeted quantitative RT-PCR analyses of mRNAs coding for mitochondrial complex III subunits and the mannose binding lectin 2 (Mbl2)

To investigate the discrepancy between the mRNA and the protein levels of different mitochondrial complex III subunits, we isolated mRNAs using the polysome profiling method. The association of mRNAs with polysomes provides an insight into protein production by assessing the mRNAs specifically involved in active translation. Using liver tissues from ascorbate-deficient *Gulo*^*−/−*^ males and 0.4% ascorbate-treated *Gulo*^*−/−*^ males, we were able to obtain polysome profiles on sucrose gradient preparations for each animal. The Fig. 7A presents an example of the polysome profiles obtained for one *Gulo*^*−/−*^ male treated with 0.4% ascorbate. The polysome profiles of all the tested males are depicted on the Additional file 19: Figure S3. We subdivided polysome profile into four different fractions: monosomes, light polysomes, first and second heavy polysomes (Fig. 7A). Heavy polysomes are generally considered the most actively translating ribosomes. Overall, the polysome profiles of ascorbate-deficient *Gulo*^*−/−*^ males (MGL00) were similar to *Gulo*^*−/−*^ males treated with 0.4% ascorbate (MGL40). The ratio of polysomal area over total area indicated that there was no significant difference in general translation between the two groups (Fig. 7B).

**Fig. 7:**
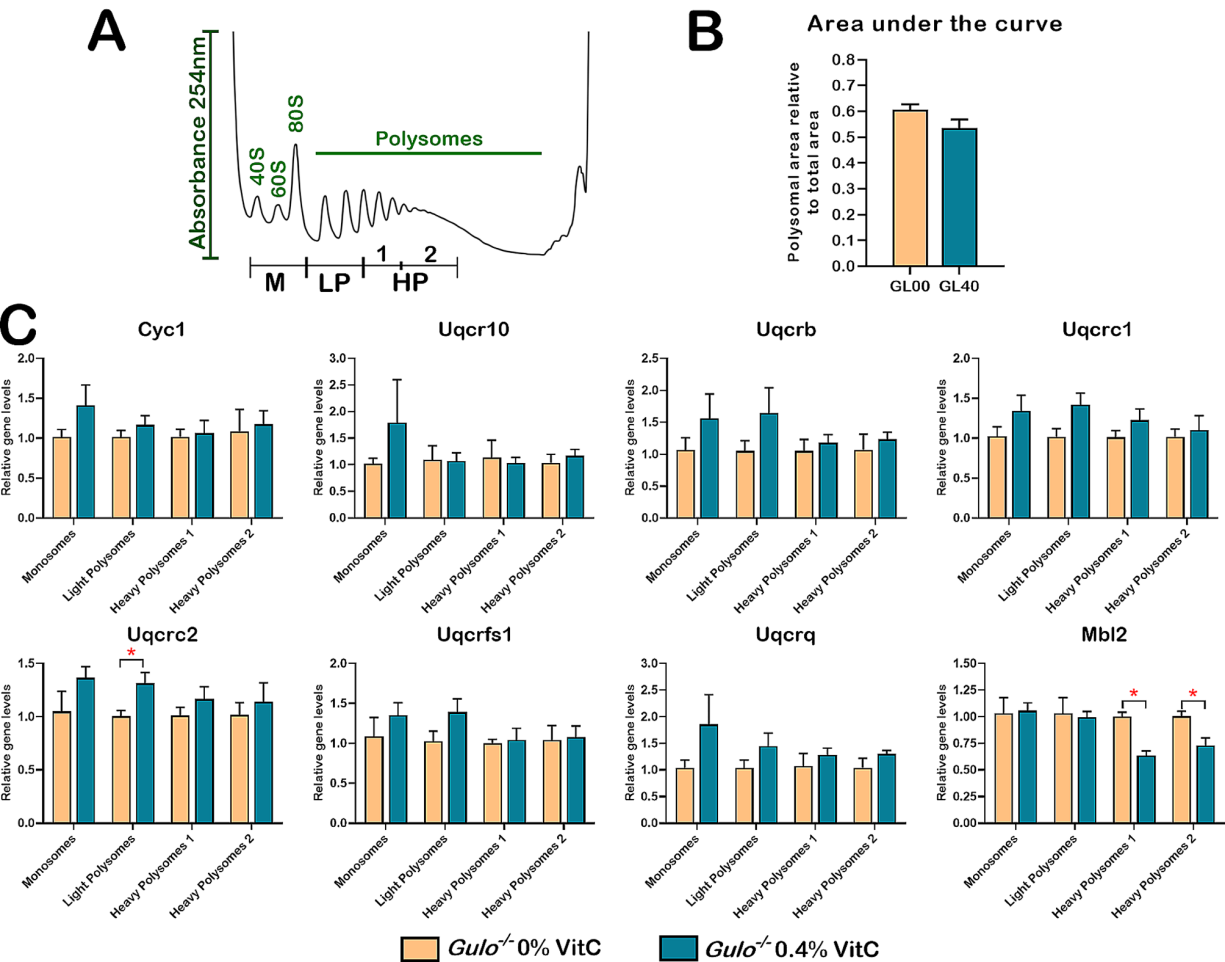
Polysome profiling and targeted quantitative RT-PCR analyses on mRNAs from the different polysomal fractions. (**A**) Example of a polysomal profile obtained from a *Gulo*^*−/−*^ male treated with 0.4% ascorbate (M = monosome, LP = light polysome, HP = heavy polysome). (**B**) Quantification of area-under-curve for polysomal area normalized to total area. *N* = 4–5 males per groups. (**C**) Graphs showing the relative abundance of seven mRNAs coding for mitochondrial complex III complex proteins and mRNA coding for Mbl2 by quantitative RT-PCR in the different polysomal fractions extracted from male liver tissues. GL00 = ascorbate-deficient *Gulo*^*−/−*^ mice; GL40 = *Gulo*^*−/−*^ mice treated with 0.4% ascorbate since weaning (*p-value < 0.05; Welch’s *t*-test)

We next performed quantitative RT-PCR on some genes that showed a significant difference in their protein abundances but not in their total mRNA levels in male livers. As indicated in Fig. 7C, the abundance of mRNAs encoding Cyc1, Uqcrc10, Uqcrb, Uqcrc1, Uqcrc2, Uqcrfs1, and Uqcrq proteins associating with the heavy polysomes fractions was not significantly different between MGL00 and MGL40 animals. There is thus no evidence for an enrichment of mRNAs coding for mitochondrial complex III proteins in fractions corresponding to actively translating heavy polysomes in MGL40 compared to MGL00 animals. In contrast, the level of mRNA coding for Mbl2 detected in heavy polysomes fractions of MGL40 mice was significantly decreased compared to MGL00 mice (Fig. 7C), even though the total mRNA levels of Mbl2 were the same between GL00 and GL40 groups of mice based on quantitative RT-PCR analysis (Additional file 20: Figure S4A). This result is concordant with the lower abundance of Mbl2 proteins detected by mass spectrometry in the liver of MGL40 compared to MGL00 mice (Additional file 9: Table S7 and Additional file 20: Figure S4B).

## Discussion

In the present study, we established a combined transcriptomic and proteomic profiling strategy on the whole liver of *Gulo*^*−/−*^ mice to highlight the specific molecular changes that took place during ascorbate deficiency at the transcriptional and post-transcriptional levels. The main strength of our study was not only to extract mRNAs and proteins from the same animals to minimize sampling bias between transcriptomic and proteomic data, but also to quantify the hepatic ascorbate levels from the same mice enabling direct Spearman correlation computation. Both the transcriptomic and proteomic data unquestionably depicted a separation of the overall hepatic transcriptome and proteome profiles between females and males (Fig. 2A and C). Additional gene ontology analyses revealed that six biological processes were affected at both the transcriptome and proteome levels even though our criteria were highly stringent in both omics analyses (i.e., at least a two-fold difference between females and males with an adjusted *p*-value < 0.05 for multiple comparisons). These biological processes included the xenobiotic metabolic process, lipid metabolic process, steroid metabolic process, epoxygenase P450 pathway, organic acid metabolic process, and response to stilbenoid. Noticeably, the observed sexual dimorphism with regards to gene expression is in accordance with other published results [48–53]. In the last two decades, reports have illustrated the profound effects of sex on the expression of genes particularly involved in the epoxygenase P450 pathway, the xenobiotic, organic acid, and steroid metabolic processes [48, 54–57], as well as liver disease susceptibility [56, 58, 59]. The sexual dimorphism observed in our PCAs also agrees with previous studies on *Gulo*^*−/−*^ mice treated with different concentrations of ascorbate [26, 31]. The precise reason for the differences between female and male transcriptome and proteome profiles is unclear but sexual hormone dimorphism is likely to play a major role in such distinctions [56, 58–60]. Accordingly, experiments on rats have revealed that micromolar concentrations of ascorbate increased the binding ability and the enzymatic activities of type II estrogen receptor [61]. In addition, in postmenopausal women on hormone replacement therapy, an ascorbic acid treatment of one month (1000 mg daily) successfully lead to the rise of estradiol levels, especially for women with an initial ascorbic acid plasma concentration inferior to 70 µmol/L [62]. Collectively, these studies suggested that vitamin C participates to the modulation of steroid hormone synthesis and to their downstream effects leading to sexual dimorphism. The results of the present study concur with these reports.

In addition to the hepatic sexual dimorphism, our PCAs allowed us to visualize how the general transcriptomes and the proteomes of our different mouse groups differed from one another depending on ascorbate treatments. Intriguingly, we observed that the efficiency of the four-week ascorbate rescue experiment on vitamin C deficient *Gulo*^*−/−*^ mice was different between the proteomic profiles (complete rescue) and the transcriptomic profiles (partial rescue). This difference may be due to the lower number of quantifiable proteins. Indeed, a major limitation of proteomic investigations remains the complexity of biological samples like a whole liver and as such various low abundance proteins can be much harder to detect using the current mass spectrometry technology [63, 64]. Although outside the scope of the present study, multi subcellular fractionation experiments on liver samples (including the identification of subcellular localization of proteins after a stress [65]) may help with the identification and quantification of low abundance proteins [66].

Importantly, our combined omics investigations and Spearman correlation analyses revealed that ascorbate modulates the abundance of various proteins at either the transcriptional or post-transcriptional levels, in vivo. Firstly, our results revealed that gene expression of many enzymes involved in fatty acid biosynthesis as well as xenobiotic, organic acid, acetyl-CoA, and steroid metabolism was primarily regulated at the transcriptional level. Importantly, the ascorbate deficiency in *Gulo*^*−/−*^ mice was thus associated with a decrease in these biological processes and coincided with the body weight loss and the decreased phospholipids and hexose levels previously observed in the serum of these mice [24, 25, 67]. Secondly, combining transcriptomic and proteomic Spearman correlation data revealed several proteins that correlated positively or inversely with hepatic ascorbate levels in females or males, whereas their corresponding identified transcripts did not correlate according to our stringent criteria (Fig. 5). We surmise that for such genes, the protein abundance regulation by ascorbate may occur post-transcriptionally. Thirdly, our polysomal profiling analysis indicated that the overall polysomal profiles did not significantly differ between ascorbate-deficient *Gulo*^*−/−*^ mice and *Gulo*^*−/−*^ mice treated with 0.4% ascorbate in drinking water since weaning (Fig. 7). Thus, we infer that ascorbate deficiency did not affect the global translation in the hepatic tissue of *Gulo*^*−/−*^ mice but may influence the translation of specific targeted liver mRNAs.

We do not know whether ascorbate directly or indirectly affects transcription and/or translation from the present study. The mechanism by which ascorbate modulates the expression of each individual gene may differ and should therefore be thoroughly examined. Intriguingly, we noticed that the expression of hydrolases or dioxygenases enzymes and several histone or DNA demethylases known to rely on ascorbate as a co-factor for their activity did not significantly change upon ascorbate deficiency among our groups of mice. Nevertheless, an ascorbate deficiency in *Gulo*^*−/−*^ mice may only affect the catalytic activity of these enzymes and not their proteins levels as they were not part of the list of proteins which abundance was altered by hepatic ascorbate levels. Thus, thorough epigenomics analysis in the liver of our mouse cohort will be required to determine which genes are affected in ascorbate deficient *Gulo*^*−/−*^ mice through the activity of histone or DNA demethylases. 

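A part of the dioxygenase transcripts changed in females without ascorbate, by small amounts. *Bbox1*, of carnitine synthesis, fell to 47.4 ± 3.00 TPM from 71.4 ± 3.08 TPM (n = 3 each, log2 fold change -0.58, standard error 0.16, adjusted p = 0.0136) and *Phyhd1* to 61.2 ± 3.10 TPM from 84.5 ± 2.82 TPM (log2 fold change -0.46, standard error 0.10, adjusted p = 0.00284), while *Phyh*, of phytanic acid oxidation, rose to 1197 ± 101 TPM from 955 ± 89.6 TPM (log2 fold change 0.33, standard error 0.10, adjusted p = 0.0277). Of 61 dioxygenases tested in females, 9 rose, 11 fell and 41 did not pass (9 and 12 rose and fell adjusted over the list alone), and 2 changed over 2-fold. In males 5 rose, 2 fell and 54 did not pass, and 0 changed over 2-fold; *Tyw5*, a tRNA hydroxylase, fell to 7.70 ± 1.75 TPM from 14.1 ± 1.78 TPM (log2 fold change -0.81, standard error 0.16, adjusted p = 0.00434). Of all genes tested, 4195 of 18050 in females and 2172 of 17661 in males passed on the adjusted p alone. The share among male dioxygenases was thus about that of all genes. As a list the dioxygenases did not pass in females (camera, adjusted p = 0.830) or males (0.521). After scaling 1 rose and 5 fell in males. By the Spearman correlation of the paper without the ratio of 2, 24 correlated in females (14 positive, 10 inverse) and 10 in males (5 and 5).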

The analysis of transcription factors known to be modulated by their redox status will also be required as ascorbate could indirectly regulate such factors through its antioxidative properties [16].

To our knowledge, the present study indicates for the first time that ascorbate could regulate the abundance of specific proteins at a post-transcriptional level in vivo. Eighteen proteins correlated positively with ascorbate levels unlike their transcripts and included eight mitochondrial complex III subunits (Fig. 5C) in both females and males. In addition, five proteins (Mbl2, Cdo1, Stat3, Hist1h1b and C4b) correlated inversely with liver ascorbate levels unlike their transcripts in both females and males. 

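Of these genes, *C4b* and *Stat3* had more transcripts in GL00 than in GL40 in both sexes, and *Cdo1*, which oxidizes cysteine, in males (1841 ± 74.3 TPM in MGL00 and 1363 ± 322 TPM in MGL40, n = 3 each, log2 fold change 0.46, standard error 0.12, adjusted p = 0.0223) but not past the test in females (log2 fold change 0.10, adjusted p = 0.508). Over 18 mice the rho of *C4b* with ascorbate was -0.85 in females (permutation p = 4.0e-05) and -0.53 in males (p = 0.0265), that of *Stat3* -0.78 (p = 2.2e-04) and -0.56 (p = 0.0180), and that of *Cdo1* -0.15 (p = 0.543) and -0.58 (p = 0.0123). Within the 12 mice with high ascorbate *C4b* had rho = -0.51 in females and 0.01 in males, and *Stat3* -0.32 and -0.10.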

Interestingly, Mbl2 is one example of gene that we successfully detected as being specifically regulated post-transcriptionally by ascorbate via a modulation of the association of the mRNA coding for Mbl2 with actively translating polysomes (Fig. 7). This result explains the discrepancy observed between our transcriptome and proteome results for Mbl2. Importantly, Mbl2 is one of the proteins related to the innate immune response and the complement activation that have been uncovered in both females and males as a biological process inversely correlated with liver ascorbate concentrations (Fig. 4B and D). Interestingly, a targeted mass spectrometry analysis has reported that the abundance of several factors of the innate immune response are inversely associated with plasma ascorbate levels in humans [68]. Thus, an increase immune activity in response to an ascorbate deficiency is observable in both humans and our *Gulo*^*−/−*^ mouse model.

In contrast to the conclusion drawn for Mbl2 gene regulation by ascorbate, quantitative RT-PCR analysis of mRNA isolated from ribosomal fractions across the polysome profiles indicated that all the mRNAs coding for the mitochondrial complex III subunits tested were equally abundant in each fraction obtained from either ascorbate-deficient *Gulo*^*−/−*^ mice or *Gulo*^*−/−*^ mice treated with 0.4% ascorbate since weaning (Fig. 7C). However, western blot analyses on the liver tissues of both female and male *Gulo*^*−/−*^ mice treated with sub-optimal concentrations of ascorbate revealed the lower protein levels of several mitochondrial complex III subunits compared to *Gulo*^*−/−*^ mice treated with optimal concentrations of vitamin C, even though the level of their corresponding transcripts was not different between the two groups (Fig. 6). We infer that the modulation of the abundance of the different mitochondrial complex III subunits by ascorbate is the consequence of a post-transcriptional regulation.

Interestingly, even though ascorbate-deficient *Gulo*^*−/−*^ mice do not exhibit hepatic steatosis with normal chow [69], STRING analysis uncovered that several mitochondrial complex III subunits correlating positively with hepatic ascorbate levels were associated to non-alcoholic fatty liver disease (NAFLD). Of relevance, recent studies unveiled that dysfunctional mitochondria participate in the aggravation of NAFLD [28]. It has been reported that the progression of NAFLD to non-alcoholic steatohepatitis is accompanied by a decrease mitochondrial respiratory chain including a 70% decrease of complex III activity in human patients [70]. Importantly, the lower protein levels of mitochondrial complex III in ascorbate-deficient *Gulo*^−/−^ mice was also associated with a decrease in the activity of this complex in the liver [31]. These results suggest that an ascorbate deficiency leads to a mitochondrial dysfunction that can exacerbate the progression of NAFLD especially in subjects with an unbalanced diet. Accordingly, a diet poor in legumes and fruits (and thus implicating a low vitamin C intake) and high in fatty and sugary processed foods has been associated with increased risk of NAFLD [71–75]. Furthermore, a study revealed that a twelve-week oral ascorbate supplementation succeeded in elevating plasma vitamin C concentrations and improving liver health in patients with NAFLD [76]. To date, no study in human has collected the information on both the plasma vitamin C concentration and the protein levels or activity of the mitochondrial complex III in patients with NAFLD in comparison to healthy individuals. Such investigations could reveal that ascorbate deficiency is a major risk factor for mitochondrial dysfunction that could exacerbate to liver pathogenesis.

## Conclusions

In the current investigation, we used *Gulo*^*−/−*^ female and male mice, which cannot synthesize their own ascorbate, to determine the impact of this vitamin on both the transcriptomics and proteomics profiles in the whole liver at the age of four months. Using Spearman correlation analyses, we unveiled transcripts encoding a wide array of biological processes involved in glucose and lipid metabolisms as well as in the acute-phase immune response correlating with hepatic ascorbate levels. Moreover, integration of the proteomics data showed that ascorbate modulates the abundance of various enzymes involved in lipid, xenobiotic, organic acid, acetyl-CoA, and steroid metabolism mainly at the transcriptional level in females while the abundances of the mitochondrial complex III subunits were regulated post-transcriptionally by ascorbate in the liver of both females and males. Of relevance, the loss of mitochondrial complex III activity has been reported in human NAFLD condition [70]. We thus infer that an hypovitaminosis C would exacerbate hepatic mitochondrial dysfunction in NAFLD subjects.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Additional file 1: Table S1

Additional file 2: Figure S1

Additional file 3: Table S2

Additional file 4: Figure S2

Additional file 5: Table S3

Additional file 6: Table S4

Additional file 7: Table S5

Additional file 8: Table S6

Additional file 9: Table S7

Additional file 10: Table S8

Additional file 11: Table S9

Additional file 12: Table S10

Additional file 13: Table S11

Additional file 14: Table S12

Additional file 15: Table S13

Additional file 16: Table S14

Additional file 17: Table S15

Additional file 18: Table S16

Additional file 19: Figure S3

Additional file 20: Figure S4

## Data Availability

The transcriptomic data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO: GSE233598. All mass spectrometry data (raw files and MaxQuant search result files) are publicly available on ProteomeXchange repository (www.proteomexchange.org) with the identifier PXD042513.

## Abbreviations

Acacb: Acetyl-Coenzyme A carboxylase beta
Adra2a: Adrenergic receptor, alpha 2a
AGC: Automated gain control
Atp5o: ATP synthase, H + transporting, mitochondrial F1 complex, O subunit
C4b: Complement component 4B
Cdo1: Cysteine dioxygenase 1
Cyc1: Cytochrome c-1
DAVID: Database for Annotation, Visualization and Integration Discovery
FDR: False discovery rate
GL01: *Gulo*^*−/−*^ females or males treated with 0.01% ascorbate for 4 months
GL05: *Gulo*^*−/−*^ females or males treated with 0.05% ascorbate for 4 months
GL40: *Gulo*^*−/−*^ females or males treated with 0.4% ascorbate for 4 months
GLR40: *Gulo*^*−/−*^ females or males treated with 0% ascorbate for 1 month followed by 1 month of 0.4% ascorbate treatment
GO: Gene ontology
GULO: Gulonolactone oxidase
Hist1h1b: H1.5 linker histone, cluster member
HP: Heavy polysome
LFQ: Label free quantification
LP: Light polysome
Lrg1: Leucine-rich alpha-2-glycoprotein 1
M: Monosome
Mbl2: Mannose-binding lectin 2
PCA: Principal component analysis
Pklr: Pyruvate kinase liver and red blood cell
Slc13a2: Solute carrier family 13 (sodium-dependent dicarboxylate transporter), member 2
Stat3: Signal transducer and activator of transcription 3
STRING: Search tool for the retrieval of interacting genes
TPM: Transcripts per kilobase million
Ubc: Ubiquitin C
Uqcr10: Ubiquinol-cytochrome c reductase, complex III subunit X
Ugt1a9: UDP glucuronosyltransferase 1 family, polypeptide A9
Uqcrb: Ubiquinol-cytochrome c reductase binding protein
Uqcrc1: Ubiquinol-cytochrome C reductase core protein I
Uqcrc2: Ubiquinol-cytochrome C reductase core protein II
Uqcrfs1: Ubiquinol-cytochrome c reductase, Rieske iron-sulfur polypeptide 1
Uqcrh: Ubiquinol-cytochrome c reductase hinge protein
Uqcrq: Ubiquinol-cytochrome c reductase complex III subunit VII
VitC: vitamin C
WT00: WT females or males with no ascorbate for 4 months
GL00: *Gulo*^*−/−*^ females or males with no ascorbate for 1 month

How the deposited data were processed for this re-analysis (not part of the article)

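The authors sequenced whole-liver RNA of 36 mice, trimmed the reads with fastp 0.20.0 and pseudoaligned them with kallisto 0.46.2, and they deposited TPM values for 36066 genes, which sum to 1000000 in each mouse. The sum over transcripts of a gene is not described. Counts and depth are not part of these values, so no count model was used, and no gene coordinates were used.

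Each mouse was assigned by the animal name in its label, its sex and genotype labels and Table S1 of the paper. MGLR40-2831, whose title says female, was taken as male by its animal name, sex label and Table S1. Hepatic ascorbate was taken from Table S1. Gene symbols were assigned by Ensembl identifier, and where a symbol is shared the named gene is the one with the identifier of the list.

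Groups were compared with limma 3.58.1 (R 4.3.3, statmod 1.5.0; linear model with 1 mean per group, empirical Bayes with trend and robust) on log2(TPM + 1). Models of 1 sex used 18 mice and genes with TPM above 0 in at least 13 of them (70%). The sex difference (a model of sex and treatment) and the interaction of sex with deficiency used 36 mice. A gene counted as changed with a Benjamini-Hochberg adjusted p under 0.05 and a ratio of mean TPM above 2. Spearman correlations of TPM with ascorbate took an unadjusted p under 0.05 by the t approximation and the same ratio between GL00 and GL40, as in the paper. Permutation tests used 100000 resamples, or all arrangements where these are few (exact). Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

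The main tests, the 31 gene lists and 15 lists of cell type markers, most alternatives and the rule for named genes were set before the data were examined. The tests of the flagged patterns and a few alternatives, named as such, were chosen only after the result was seen. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, adjusted over 46 lists. Named genes are every gene the paper names in its Results, Table 1 or Table 2; for each main comparison the 10 largest rises and the 10 largest falls among those past the threshold, with a mean TPM of at least 5 in the higher group and no overlap between groups (10% of genes with 3 mice against 3 by chance), without predicted genes and pseudogenes; the 4 most abundant members past the test of each list; the 10 largest loadings of the first and 5 of the second principal component; and *Gulo* and Y-linked genes as checks. *Xist* is not used here, and some named genes are not reported here. Values in the tables of the paper had been seen when the rule was set.

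The alternatives were median-ratio scaling, rescaling without the 22 Mup genes, log2(TPM + 0.1), no filter on low values, TPM of at least 1 in 3 mice, no criterion on the ratio, only the 2 groups compared, array weights, other tests, and leaving out each mouse of the groups compared. In simulations with the means and spread of the female genes and independent noise for each gene, limma found 92% of genes changed 2.5-fold and 95.3% of those changed 4-fold, with a mean of 6.33 false calls among 18050 genes. Camera found a list shifted by 0.6 in 100% of runs. The changed genes and lists were drawn from the more abundant genes. As simulated genes were not correlated, these runs cannot show how camera treats lists whose genes move together. The Spearman correlation found 99% of genes changed 4-fold, with a mean of 176 other calls, since its p is not adjusted.

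Proteomics, western blots, polysome profiles and RT-PCR were not analysed here, apart from the lists of proteins in Table S12.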

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

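The tests of the 3 patterns weighed here (pancreatic, interferon and blood cell transcripts) were chosen only after the result was seen, while the interaction tests and the splits were planned. The limits by which the splits are read were written down afterwards.

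*Pancreatic transcripts in 1 liver.* In FGL40-2695, 12 of 12 markers of pancreatic acinar cells were over 10 times higher than in any other mouse, at 343 to 2372 TPM, a signal the paper does not discuss. They took 1.24% of the TPM of that mouse. The 0.40% supplement is argued against, since the highest value of these genes in the other 11 mice given 0.40% was 9.82 TPM. A piece of pancreas collected with the liver may account for it (12 of 12 genes). Without this mouse, 1199 genes differed between FGL00 and FGL40 and 8 between FGLR40 and FGL40, and 78 of the 950 transcripts correlating positively in females lost their 2-fold ratio. The number correlating positively was then 952, with 820 of the 950 kept. Leaving out FGL40-2694 or FGL40-2696 kept 826 and 815. It left 1027 and 1117 genes for FGL00 and 3 and 3 for FGLR40. These shifts are thus not particular to the mouse with pancreatic transcripts.

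*Interferon response lower in females without ascorbate.* The log2 fold changes of GL00 over GL40 differed between the sexes by a median of -1.20 for the 42 genes. As a list this difference passed camera at the preset correlation, but not with an estimated one. The scaling of TPM is argued against, since the difference was -1.03 after median-ratio scaling, and so is 1 female mouse alone, since at least 27 of the genes were lower with any 1 mouse left out. Fewer leukocytes as a whole are argued against too, as the median of the leukocyte markers was 0.26, and 0.35 over the 19 of at least 5 TPM. A loss of B, T or NK cells alone cannot be decided by this pooled median, since only 2 of their markers reach 5 TPM. Ascorbate deficiency in females stays open: in FGL01 the same genes had a median of -0.58 against FGL40, but FGLR40, with the highest mean hepatic ascorbate, also had -0.33 against FGL40, and MGL01 had -0.32 against MGL40. Infection or housing was not tested.

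*Blood cell transcripts higher in females without ascorbate.* The change of the erythroid markers differed between the sexes by a median of 1.47, that of the neutrophil markers by 0.64 and that of the platelet markers by 0.70. The scaling of TPM is argued against, since the erythroid median was 2.04 after scaling. In FGL01, with 1.88 ng/mg of hepatic ascorbate, the erythroid median was 0.07 against FGL40, so a level that low is argued against as enough. FGL00 had less (0.0733 ng/mg), and no other female group came as low. An effect of ascorbate below the level of FGL01 therefore stays open. More blood left in the liver stays open: the B, T and NK cell markers had a median of 0.03, but 2 of these 25 markers reach 5 TPM, too few to decide. Complete removal of ascorbate, bleeding or blood formation in the liver stays open too and could not be parted by these groups, which hold 3 mice each.

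Other differences between the sexes in the change with deficiency, by tests of the difference itself, were a median of -1.88 for the female-biased liver genes, 1.94 for the male-biased liver genes and 0.47 for the circadian clock genes, and -0.92 for *Mbl2*. Sex-biased genes that are low in 1 sex have little room to fall there, so their medians cannot be read as a different response alone. In all, 909 genes passed the test of such a difference.

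For 3 mice against 3, 10 splits are too few for a share under 0.05: the real counts were 1302 (FGL00), 583 (MGL00), 92 (FGLR40) and 1 (MGLR40), each against GL40, and the highest other was 0 in each, so that 1 of 10 splits was as large. For the sex difference, 1 of 100 splits was as large (1040, highest other 62), and chance can be excluded. For the interaction, 7 of 100 splits of the deficiency labels were as large (909, highest other 1398), and chance cannot be excluded that way, though splits that swap the labels in 1 sex turn the interaction into the sum of both changes, which is a structure of the samples. In another test, with values centered by sex and the fold taken on log2 values, 515 genes passed. With the sex labels permuted, 1 of 100 was as large (highest other 300), and chance can be excluded for that count, not for the 909. Since a shuffle reached 300, single genes may still be chance calls.

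For the correlations 1 of 100 splits was as large each time, and chance can be excluded: 950 positive (highest other 303) and 537 inverse (270) in females, 254 (186) and 271 (124) in males, 106 (6) and 62 (3) in both sexes, and 382 more in females (321).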

How the results depend on the processing

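Only Welch's and Student's tests over all genes, the list tests with an estimated correlation after scaling, the distances on log2 or unit variance over all components, and looking at FGL40-2695 among the left-out mice, were chosen only after the result was seen. Of 257 alternative values of 31 main results, 186 stayed on the same side of the threshold or within their limit (1.5 times for counts). The other 71 moved beyond. A reversal could not be seen in counts, which carry no direction. The balance of directions did move: after scaling, MGL00 had 237 genes higher and 257 lower than MGL40, against 373 and 210 before. Male dioxygenases went from 5 higher and 2 lower to 1 and 5. Where a value moved the cause was not tested. No paired analysis was possible because the groups share no replicate numbers. Of the genes named, 247 were past the test in females, 180 of them under each alternative, and 188 in males, 112 under each, with 0 reversed. TPM carry no depth, so limits set by depth are unknown.

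Without the criterion on the ratio, the counts against GL40 were 4195 (FGL00), 2172 (MGL00) and 410 (FGLR40), and 8607 for sex and 2437 for the interaction. For FGLR40 no filter gave 52 and only the 2 groups 178, and for MGLR40 3 and 0. TPM of at least 1 in 3 mice gave 589 for sex. With 1 mouse left out at a time, FGLR40 gave 1 to 50, MGLR40 0 to 5, and MGL00 372 (without MGL40-2690) to 556.

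Correlating transcripts with an adjusted p were 508 positive and 243 inverse in females, 33 and 30 in males, and 15 and 3 in both sexes. Without the ratio they were 3447 and 2279, 1301 and 1681, and 592 and 555, and within the 12 mice with high ascorbate 102 and 37, 74 and 32, and 0 and 0. Inverse ones in males were 418 with no filter, 165 with TPM of at least 1 in 3 mice and 416 in *Gulo*-/- mice alone. The number of more correlating transcripts in females, without centering each sex, was 962, and 2744 with no fold criterion and 33 within the 12 mice. Of complex III, without the ratio, 1 correlated in females in *Gulo*-/- mice alone and 1 within the 12 mice, 1 in males within the 12 mice, and 1 to 3 (females) and 0 to 1 (males) with 1 mouse left out. With an adjusted p, 1 male protein of Table S12 kept a transcript in its direction.

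The first component held 31.6% of the variance on log2(TPM + 1), 36.8% without Mup genes and 15.3% with unit variance. The distance of GLR40 from GL40 relative to GL00 was 0.281 on log2 and 0.396 over all components in females, and 0.250 on log2 and 0.130 without Mup genes in males. Over all components it was 0.630 and 0.594 on log2, and 0.798 and 0.750 with unit variance. Lists past the test with an estimated correlation were 0 of 22 (FGL00), 2 of 20 (MGL00), 0 of 15 (FGLR40), 0 of 16 (MGLR40), 3 of 23 (sex) and 6 of 13 (interaction), and fry gave 0 (FGLR40), 0 (MGLR40) and 35 (sex).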

Differences from the paper's values

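None of the tests reported in this part was chosen only after the result was seen. No value that the paper states and that was computed here differed from it by over 1.5 times: 1040 transcripts against 700 in the paper for the sex difference (896 by Welch's test on TPM, 932 by Student's test and 589 with TPM of at least 1 in 3 mice), 254 positive and 271 inverse transcripts in males against 259 and 270 in the paper, and 106 positive transcripts in both sexes against 108 in the paper. In females 950 and 537 match.

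The paper reports no change of complex III transcripts. Here 8 of 10 in females and 9 of 10 in males did not pass either, but *Cyc1* (log2 fold change -0.30) and *Uqcrc2* (-0.25) were lower in females, *Uqcr10* (-0.27) in males, and *Cyc1* (-0.25), *Uqcr10* (-0.16) and *Uqcr11* (-0.16) averaged over the sexes, each by less than 2-fold. The calls within a sex were lost when some single mice were left out, which also makes a group smaller. That of *Cyc1* in females was also lost after median-ratio scaling. The calls of *Cyc1* and *Uqcr10* averaged over the sexes held without any single mouse.

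The paper reports no significant change in the expression of ascorbate-dependent dioxygenases with deficiency, and adds that they were absent from its list of altered proteins. Here 41 of 61 transcripts in females and 54 of 61 in males did not pass, while 20 and 7 did on the adjusted p alone, 2 and 0 of them over 2-fold. By the same criterion 4195 of all 18050 genes in females and 2172 of all 17661 in males passed, about the share of the male dioxygenases.

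The discussion of the paper names *Mbl2*, *Cdo1*, *Stat3*, *Hist1h1b* and *C4b* as proteins with an inverse correlation in both sexes that their transcripts lacked. In its results, however, the paper places *C4b* and *Stat3* of females among genes with transcript and protein both inverse. Its RT-PCR also had both transcripts higher in GL00. *Hist1h1b* was not tested here. Here the transcripts of *Stat3* (rho = -0.78 in females and -0.56 in males) and *C4b* (-0.85 and -0.53) correlated inversely in both sexes and that of *Cdo1* in males (-0.58), and that of *Mbl2* did not correlate in either.

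The paper describes the 7 transcripts of the RT-PCR as without a sex difference. Here none differed 2-fold between the sexes, and 4 did not pass the test, while *Acacb* (log2 fold change 0.36), *Stat3* (0.23) and *Serpina3n* (0.49) passed it as higher in females.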

Other observations

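The comparisons and lists here were planned, and none of their tests was chosen only after the result was seen. Ribosomal protein transcripts rose slightly in livers without ascorbate, 31 of 44 in females (39 adjusted over the list alone, median log2 fold change 0.32, camera, adjusted p = 6.4e-17, and adjusted p = 0.244 with an estimated correlation) and 41 in males (44 over the list alone, 0.43, adjusted p = 3.0e-20, and adjusted p = 0.369 with an estimated correlation), *Rps27* to 1081 ± 58.5 TPM from 751 ± 47.1 TPM in females (n = 3 each, limma, log2 fold change 0.53, standard error 0.11, adjusted p = 0.00234). Circadian clock transcripts moved in females, whose livers the paper states were collected at the same hour as the others: *Ciart*, a repressor of the clock, rose to 21.8 ± 15.9 TPM from 1.40 ± 0.100 TPM (log2 fold change 3.01, standard error 0.51, adjusted p = 7.8e-04), the clock output gene *Dbp* to 24.1 ± 15.1 TPM from 2.73 ± 1.46 TPM (log2 fold change 2.64, standard error 0.58, adjusted p = 0.00442), and of 20 clock genes 6 rose and 1 fell (7 and 2 over the list alone, camera, adjusted p = 4.9e-04, and adjusted p = 0.103 with an estimated correlation). Genes of the unfolded protein response fell, 10 of 24 with 2 higher (12 and 2 over the list alone, adjusted p = 0.0214, and adjusted p = 0.489 with an estimated correlation), among them the chaperone *Hspa5* (log2 fold change -0.71, adjusted p = 0.0257). As a single gene of the iron list, the ferritin light chain *Ftl1* fell to 3496 ± 357 TPM from 5658 ± 419.6 TPM (log2 fold change -0.70, standard error 0.13, adjusted p = 0.00153). The heavy chain *Fth1* did not pass, and the list as a whole is not reported here.

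Wild type livers differed from those of GL40 in 27 genes in females (19 higher, 8 lower) and 51 in males. Cholesterol synthesis transcripts were lower in wild type mice of each sex as a list (camera, adjusted p = 5.4e-17 in females and 1.7e-37 in males, and adjusted p = 0.30 and 0.207 with an estimated correlation), though not past the test for *Insig1* alone: *Insig1* had 215 ± 64.9 TPM in FGL40, 37.8 ± 6.89 TPM in FGLR40 and 97.4 ± 9.71 TPM in FWT00 (n = 3 each), and 134 ± 51.6 TPM in MGL40 and 44.8 ± 18.1 TPM in MWT00 (WT00 over GL40, log2 fold change -1.09, adjusted p = 0.698 in females and log2 fold change -1.55, adjusted p = 0.142 in males, limma). FGL00 and FGLR40 were each compared with the same FGL40 mice, and share 12 of 506 and 45 higher genes and 37 of 796 and 47 lower genes. The log2 fold changes of both comparisons correlated at 0.511, and at 0.501 in simulations where only the common control links them, while their covariance was 0.0758 and 0.0194 in the simulations. How much of the overlap the common control accounts for is not settled by these values.

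Between the sexes, extracellular matrix transcripts were higher in females, 21 of 28 (25 over the list alone, camera, adjusted p = 2.5e-04, and adjusted p = 0.496 with an estimated correlation), as the proteoglycan *Dcn* (157 ± 24.3 TPM in females and 93.1 ± 17.5 TPM in males, n = 18 each, log2 fold change 0.75, standard error 0.06), and fatty acid oxidation transcripts were higher in males, 13 of 26 with 1 higher in females (adjusted p = 7.9e-07, and adjusted p = 0.496 with an estimated correlation).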
